# Negative regulation of miRNA sorting into EVs is mediated by the capacity of RBP PCBP2 to impair the SYNCRIP-dependent miRNA loading

**DOI:** 10.7554/eLife.105017

**Published:** 2025-07-02

**Authors:** Francesco Marocco, Sabrina Garbo, Claudia Montaldo, Alessio Colantoni, Luca Quattrocchi, Gioele Gaboardi, Giovanna Sabarese, Carla Cicchini, Mario Lecce, Alessia Carnevale, Rossella Paolini, Gian Gaetano Tartaglia, Cecilia Battistelli, Marco Tripodi

**Keywords:** miRNA, RNA-binding proteins, extracellular vesicles, Mouse

## Abstract

While it is accepted that extracellular vesicles (EVs)-mediated transfer of microRNAs contributes to intercellular communication, the knowledge about molecular mechanisms controlling the selective and dynamic miRNA-loading in EVs is still limited to few specific RNA-binding proteins interacting with sequence determinants. Moreover, although mutagenesis analysis demonstrated the presence/function of specific intracellular retention motifs, the interacting protein/s remained unknown. Here, PCBP2 was identified as a direct interactor of an intracellular retention motif: CLIP coupled to RNA pull-down and proteomic analysis demonstrated that it binds to miRNAs embedding this motif and mutagenesis proved the binding specificity. Notably, PCBP2 binding requires SYNCRIP, a previously characterized miRNA EV-loader as indicated by SYNCRIP knock-down. SYNCRIP and PCBP2 may contemporarily bind to miRNAs as demonstrated by EMSA assays and PCBP2 knock-down causes EV loading of intracellular microRNAs. This evidence highlights that multiple proteins/miRNA interactions govern miRNA compartmentalization and identifies PCBP2 as a dominant inhibitor of SYNCRIP function in murine hepatocytes.

## Introduction

Extracellular vesicles (EVs) budding from cellular plasma membrane and differing for size and origin (e.g., exosomes, of 30–150 nm diameter and microvesicles, which diameter is ≥50 nm) (van Niel et al., 2022) are uptaken by neighboring as well as by distant recipient cells, thus transferring their specific informational cargo of molecules. Indeed, EVs are now considered a well-assessed route for donor cells to promote changes in gene expression and cell behavior of recipient cells in several pathophysiological processes (Mathieu et al., 2019; Montaldo et al., 2021). Notably, concerning miRNAs, the EV-cargo does not simply reflect the cell of origin content, but rather is defined by dynamic and selective cell-specific loading mechanisms (Garbo et al., 2024; Garcia-Martin et al., 2022; Mori et al., 2019; Santangelo et al., 2016; Villarroya-Beltri et al., 2013). The existence of multiple players controlling miRNA compartmentalization matches with the hypothesis of a multiprotein machinery that dynamically governs not only the EV sorting but also, conceivably, the intracellular retention of specific subsets of miRNAs.

At present, the molecular players controlling the selective partition of miRNAs seem largely uncharacterized, although recent evidence highlighted the mechanisms of EV loading depending on sequence-specific RNA-binding proteins (RBPs). In this regard, the first identified was the Heterogeneous Nuclear Ribonucleoprotein A2B1 (hnRNPA2B1), recognizing miRNAs containing the EXO motif (G/U,G,A/G/C,G/C) and guiding their inclusion in EVs secreted by human primary T-lymphocytes (Villarroya-Beltri et al., 2013). A functional role was successively attributed to the Synaptotagmin-binding Cytoplasmic RNA-Interacting Protein (SYNCRIP or hnRNPQ) that, by binding to miRNAs embedding a short hEXO motif (G/A/U,G/U/A,G/A/U,C/A/G,U/A,G/C) through its NURR domain and its RRMs recognizing the 5’ of the motif (Santangelo et al., 2016; Hobor et al., 2018), guides their inclusion in EVs secreted by hepatocytes. Notably, hEXO was shown to increase the EV/cell ratio of miRNAs as demonstrated by the insertion of this sequence in a cell-retained miRNA (Santangelo et al., 2016; Hobor et al., 2018), thus paving the way for further manipulative perspectives in the growing field of RNA-based therapies (Garbo et al., 2022; Paunovska et al., 2022; Traber and Yu, 2023).

More recently, similar functional evidence gathered by the chimeric approach has been extended to newly identified motifs, causing miRNAs export or intracellular retention (Garcia-Martin et al., 2022). While for these export motifs two RNA-binding proteins (ALYREF and FUS) have been characterized (Garcia-Martin et al., 2022) for the retention motifs, defined as ‘CELL’ (Garcia-Martin et al., 2022), as for the previously described ‘CL’ motifs (Villarroya-Beltri et al., 2013) the identification of interacting protein/s remains unaddressed.

We here aimed at the investigation of molecular players responsible for miRNAs intracellular retention. Overall, we gathered evidence on the interactions among several CELL-embedding miRNAs and two RBPs: SYNCRIP and the multifunctional RNA-binding protein PCBP2. Functionally, PCBP2 promotes cellular retention in SYNCRIP-bound miRNAs and the already described SYNCRIP loading activity appears impeded by PCBP2.

## Results

### PCBP2 recognizes a CELL motif and has a functional role in the intracellular retention of miRNA-155-3p

Aiming to identify the RBPs involved in the intracellular retention, proteins from hepatocytes were used in RNA-pull-down by using as specific bait the miRNA-155-3p, selected for the presence of the Core CELL-motif identified in AML12 cells (Garcia-Martin et al., 2022; Figure 1A).

**Figure 1.**
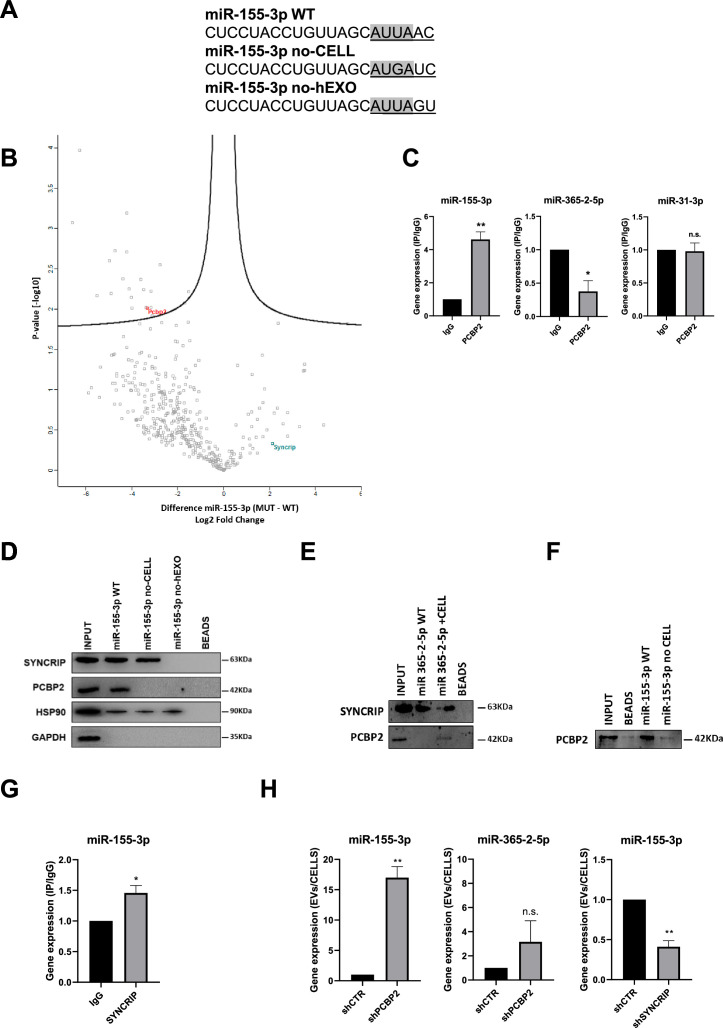
PCBP2 recognizes the CELL motifs and has a functional role in intracellular retention of miRNA-155-3p. (**A**) Sequences of biotinylated oligos used as bait in pull-down experiment; Core CELL motifs (WT and mutated) are in gray, hEXO motifs (WT and mutated) are underlined. miRNA devoid of CELL motif (no-CELL), miRNA devoid of hEXO (no-hEXO). (**B**) Volcano plot comparing proteins bound to miRNA-155-3p no-CELL vs WT. Black curves represent the significant threshold at a false discovery rate (FDR) of 0.05 and S0 of 0.1. PCBP2 and SYNCRIP proteins are labeled in the plot. (**C**) CLIP of PCBP2 protein in murine hepatocytes. RT-qPCR analysis for miR-155-3p, miR-365-2-5p (CELL motif-devoid), and miR-31-3p (hEXO motif-devoid) is shown as IP/IgG. Data are the mean ± SEM of three independent experiments. (**D**) RNA pull-down with the WT and mutated (no-CELL, no-hEXO) (sequences are reported in A) miR-155-3p followed by western blot for the indicated proteins (HSP90 is used as positive and GAPDH as negative controls, respectively). Data are representative of three independent experiments. (**E**) RNA pull-down with the WT and mutated (+CELL) miR-365-2-5p followed by western blot for the indicated proteins. Data are representative of three independent experiments. (**F**) RNA pull-down by using the recombinant PCBP2 protein and with WT and mutated miR-155-3p (no-CELL) followed by western blot for PCBP2. Data are representative of three independent experiments. (**G**) CLIP of SYNCRIP protein in murine hepatocytes. RT-qPCR analysis for miR-155-3p is shown as IP/IgG. Data are the mean ± SEM of three independent experiments. (**H**) (Left and middle panels) EV miRNA-155-3p and miR-365-2-5p levels in *shCTR* and *shPCBP2* cells analyzed by RT-qPCR. Data are expressed as ratio of miRNA expression in EVs with respect to the intracellular compartment (*shCTR* arbitrary value 1). Results are shown as the mean ± SEM of three independent experiments. (right panel) EV miRNA-155-3p levels in *shCTR* and *shSYNCRIP* cells analyzed by RT-qPCR. Data are expressed as ratio of miRNA expression in EVs with respect to the intracellular compartment (*shCTR* arbitrary value 1). Results are shown as the mean ± SEM of three independent experiments. Data are considered statistically significant with p<0.05 (Student’s *t*-test). *p<0.05; **p<0.01. Figure 1—source data 1.Original western blots for Figure 1D–F, indicating the relevant bands. Figure 1—source data 2.Original files for western blots analysis displayed in Figure 1D–F.

**Figure 1—figure supplement 1.**
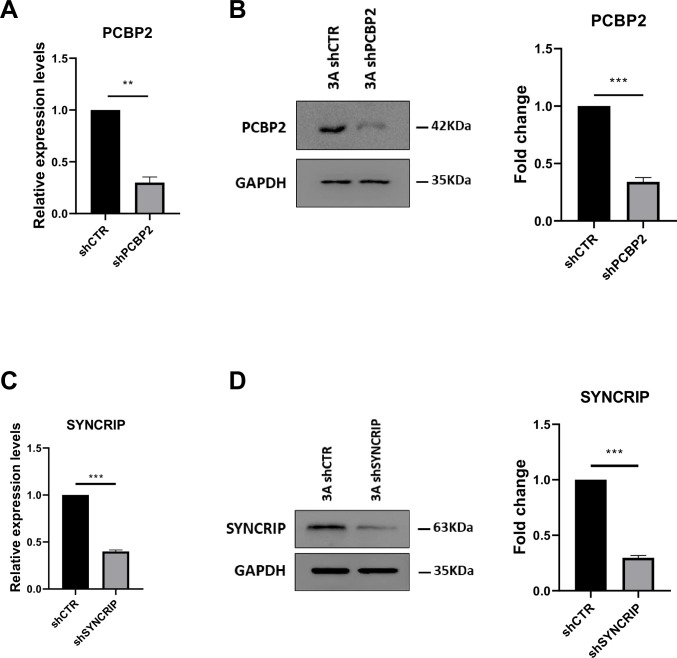
PCBP2 and SYNCRIP silencing. (A) Expression levels of *PCBP2* in *shCTR* and *shPCBP2* murine hepatocytes. Data are shown as the mean ± SEM of three independent experiments. (B) (Left panel) Western blot analysis for PCBP2 on protein extracts from hepatocytes silenced for PCBP2 (3A *shPCBP2*) and relative control (3A *shCTR*). GAPDH has been used as loading control. The figure is representative of three independent experiments. (Right panel) Densitometric analysis of western blot signals. Data are shown as the mean ± SEM of three independent experiments. (**C**) Expression levels of *SYNCRIP* in *shCTR* and *shSYNCRIP* murine hepatocytes. Data are shown as the mean ± SEM of three independent experiments. (**D**) (Left panel) Western blot analysis for SYNCRIP on protein extracts from hepatocytes silenced for SYNCRIP (3A *shSYNCRIP*) and relative control (3A *shCTR*). GAPDH has been used as loading control. The figure is representative of three independent experiments. (Right panel) Densitometric analysis of Western-blot signals. Data are shown as the mean ± SEM of three independent experiments. Figure 1—figure supplement 1—source data 1.Original western blots for Figure 1—figure supplement 1B and D indicating the relevant bands. Figure 1—figure supplement 1—source data 2.Original files for westerns blots displayed in Figure 1—figure supplement 1B and D.

**Figure 1—figure supplement 2.**
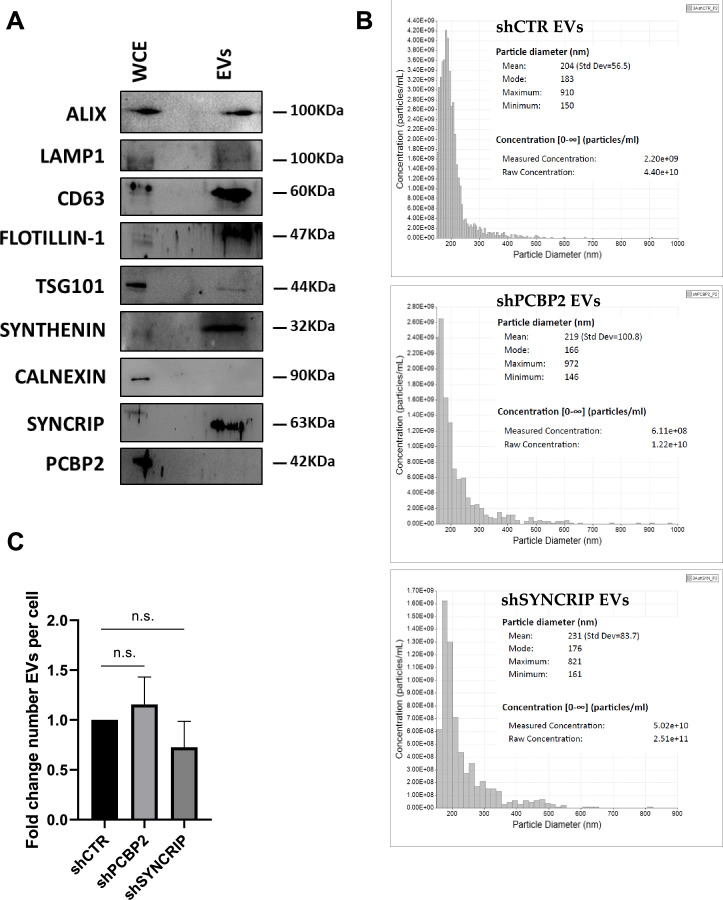
*shCTR*, *shPCBP2,* and *shSYNCRIP* EV characterization. (**A**) Western blot analysis for EV-specific (Alix, LAMP1, CD63, Flotillin-1, TSG101, Synthenin), intracellular (calnexin) markers, and SYNCRIP and PCBP2 on protein extracts from hepatocytes (WCE, whole cell extract) and hepatocyte-derived EVs (EVs). (**B**) Particle diameter (nm) and concentration (particles/ml) of EVs evaluated by Exoid (IZON) (top: *shCTR* EVs, Middle: *shPCBP2* EVs, bottom: *shSYNCRIP* EVs). (**C**) Quantification of number of EVs per cell in *shCTR*, *shPCBP2* and *shSYNCRIP* conditions. Figure 1—figure supplement 2—source data 1.Original western blots for Figure 1—figure supplement 2A, indicating the relevant bands. Figure 1—figure supplement 2—source data 2.Original files for western blots analysis displayed in Figure 1—figure supplement 2A.

Label-free nLC-MS/MS proteomic analysis allowed to identify miR-155-3p-interacting proteins (Supplementary file 1), and label-free quantification intensities analysis identified 21 proteins enriched in miR-155-3p pull-down with respect to miR-155-3p mutated in the Core CELL motif (miR-155-3p no-CELL) (Figure 1A, Supplementary file 2, and Figure 1B). Twelve of them are classified as RNA-binding proteins, with six containing at least one canonical RNA-binding domain (Cook et al., 2011; Liao et al., 2020; Ray et al., 2013; Treiber et al., 2017, Supplementary file 2). For three of them, RNA-binding preferences are also known (i.e. PCBP2 prefers CU-rich sequences; Ray et al., 2013; Van Nostrand et al., 2020), LARP1 recognizes the CAP and the 5’ top motif in mRNAs (Fonseca et al., 2015), and STAU1 binds to double-stranded RNAs (Wickham et al., 1999).

Among them, PCBP2 interaction with miR-155-3p was confirmed by CLIP assay (Figure 1C, left panel) and RNA pull-down followed by western blot analysis (Figure 1D). A second proof of concept of the requirement of PCBP2/CELL motif interaction is provided by the observation on the CELL motif-devoid miR-365-2-5p (Figure 1C, middle panel); RNA pull-down confirmed the absence of interaction with PCBP2 (Figure 1E). Notably, the inclusion of the Core CELL motif while maintaining SYNCRIP binding, allows PCBP2 interaction with this miRNA. At least in vitro, this binding appears direct and sequence specific as demonstrated using a recombinant protein in RNA pull-down (Figure 1F). The introduction of specific mutations allowed to test the requirement of the CELL motif since its modification (miR-155-3p no-CELL) impairs PCBP2 binding (Figure 1D).

Notably, the inspection of the miR-155-3p sequence revealed the presence of the previously identified SYNCRIP binding site and both MS/MS analysis (Supplementary file 1) and CLIP assay (Figure 1G) confirmed SYNCRIP binding to this miRNA independently of the CELL motif mutation (Figure 1D).

Surprisingly, the permutation of the downstream two nucleotides removing SYNCRIP-binding motif (miR-155-3p no-hEXO, Figure 1A) impairs PCBP2 binding despite the conservation of the CELL retention motif (Figure 1D).

This suggests a possible SYNCRIP requirement for PCBP2 binding. To test this hypothesis, CLIP assay was performed on miR-31-3p, embedding the sole CELL motif, indicating the absence of PCBP2 binding (Figure 1C, right panel).

Functionally, the role of PCBP2 in miRNA partition was addressed by its silencing (Figure 1—figure supplement 1A and B). Notably, PCBP2 interference (PCBP2 being not expressed in the EVs, Figure 1—figure supplement 2A) enhances miRNA-155-3p loading in EVs with respect to control cell-derived EVs (Figure 1H, left panel). As a further control that miRNAs without the CELL motif are not affected by PCBP2 silencing, the expression levels of miR-365-2-5p (embedding the sole hEXO motif) were analyzed in EVs and cells, and resulted not differentially exported (Figure 1H, middle panel). As expected, SYNCRIP silencing (Figure 1—figure supplement 1C and D) (expressed in both intracellular and EV compartment as shown in Figure 1—figure supplement 2A) reduces miR-155-3p export into EVs (Figure 1H, right panel; for EVs characterization, see Figure 1—figure supplement 2A and B). Moreover, the effect of either PCBP2 or SYNCRIP knockdown on EVs production was ruled out by quantifying the number of EVs per cell in *shPCBP2* or *shSYNCRIP* with respect to the *shCTR* conditions (Figure 1—figure supplement 2C).

Overall, these data demonstrated that (i) PCBP2 interacts with miRNA-155-3p, as proved by CLIP analysis and RNA pull-down, (ii) the interaction is CELL-motif-dependent while an unexpected role for the hEXO motif is also unveiled, and (iii) PCBP2 favors the intracellular localization of this miRNA.

### PCBP2 binding to miR-155-3p is both sequence- and SYNCRIP-dependent

The observation that loading (hEXO) and retention (CELL) motifs are both present in miR-155-3p sequence prompted us to investigate on the hypothesis of a sequence- and SYNCRIP-dependent PCBP2 binding ability.

First, we observed that the two proteins interact each other (Figure 2A) and more interestingly that both RBPs bind to miR-155-3p contemporarily as indicated by the ultra-shift obtained in EMSA assay (Figure 2B).

**Figure 2.**
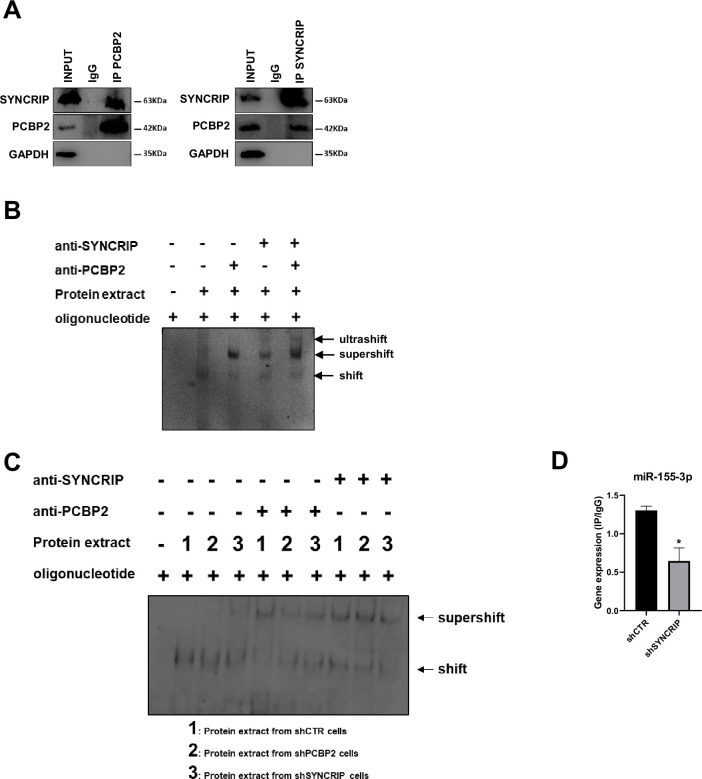
PCBP2 binding to miR-155-3p is SYNCRIP-dependent. (**A**) Co-immunoprecipitation of PCBP2 and SYNCRIP. Immunoprecipitations with rabbit polyclonal anti-PCBP2, mouse monoclonal anti-SYNCRIP, and the relative preimmune IgG were performed on protein extracts from hepatocytes. GAPDH is used as negative control. Immunoblots representative of three independent experiments are shown. (**B**) Electrophoretic mobility shift assay (EMSA): interactions of miR-155-3p with the indicated protein extracts (shifts) and Abs (anti-SYNCRIP and anti-PCBP2) (supershift) are shown. Ultrashift shown in lane 5 demonstrates concurrent binding of SYNCRIP and PCBP2 to miR-155-3p. (**C**) EMSA: interactions of miR-155-3p with protein extracts from *shCTR* (1), *shPCBP2* (2), and *shSYNCRIP* (3) cells (shifts) and Abs (anti-SYNCRIP and anti-PCBP2) (supershift) are shown. (**D**) CLIP of PCBP2 protein in murine hepatocytes both WT (*shCTR*) and silenced for SYNCRIP (*shSYNCRIP*). RT-qPCR analysis for the expression of miR-155-3p is shown as IP/IgG. Data are the mean ± SEM of three independent experiments. Figure 2—source data 1.Original western blots and EMSA analysis for Figure 2A– C, indicating the relevant bands. Figure 2—source data 2.Original files for western blots and EMSA analysis displayed in Figure 2A–C.

To challenge the hypothesis of a SYNCRIP-dependent PCBP2 binding, EMSA assay was performed in PCBP2-silenced and in SYNCRIP-silenced cells (Figure 1—figure supplement 1A–D respectively). As shown in Figure 2C while PCBP2 silencing does not affect SYNCRIP binding, SYNCRIP silencing impairs also PCBP2 binding. Furthermore, CLIP assay was performed on SYNCRIP-silenced cells; as shown in Figure 2D, SYNCRIP silencing impairs PCBP2 binding to miR-155-3p.

This evidence supports the unpredictable mechanism where SYNCRIP binding appears a prerequisite for PCBP2 recruitment. To further confirm and extend this observation, a number of mutants were designed and tested by RNA pull-down for the binding capacity of these two proteins; results indicate that (i) mutagenesis of the sole hEXO motif (miR-26b-3p no-hEXO) on miR-26 backbone (bearing both hEXO and CELL motifs), impairs also PCBP2 binding (Figure 3A) and conversely (ii) the de novo inclusion of a hEXO motif in miR-31-3p backbone (bearing only CELL-motifs) (miR-31-3p+hEXO) confers a de novo PCBP2 binding ability to this mutant; furthermore, mutation in the CELL motif (miR-31-3p+hEXO no-CELL) impairs PCBP2 binding (Figure 3B).

**Figure 3.**
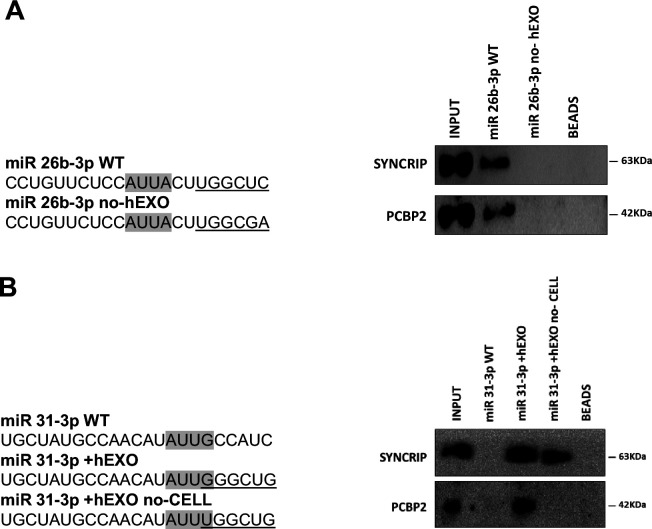
PCBP2 binding to miR-155-3p is sequence dependent. (**A**) RNA pull-down with the WT and mutated (sequences are reported above) miR-26b-3p followed by western blot for the indicated proteins. Data are representative of three independent experiments. (**B**) RNA pull-down with the WT and mutated (sequences are reported above) miR-31-3p followed by western blot for the indicated proteins. Data are representative of three independent experiments. (**A**, **B**) Core CELL motifs (WT and mutated) are in gray, hEXO motifs (WT and mutated) are underlined. Figure 3—source data 1.Original western blots for Figure 3A and B, indicating the relevant bands. Figure 3—source data 2.Original files for western blots displayed in Figure 3A and B.

Overall, these data indicate that PCBP2 binding requires both the CELL motif and SYNCRIP binding; in other words, SYNCRIP binding is epistatic to PCBP2 recruitment.

### PCBP2 functionally dominates on SYNCRIP EV-loading activity on a repertoire of miRNAs embedding CELL and hEXO motifs

To extend the evidence for the role of PCBP2 in miRNA compartmentalization and to confirm its mechanistic role, (i) PCBP2 and (ii) SYNCRIP functional role in miRNA EVs/cell partition was evaluated, and (iii) PCBP2, (iv) SYNCRIP, and (v) SYNCRIP-dependent PCBP2 binding were assessed. First, NGS analysis of miRNAs exported in EVs produced by control and PCBP2-silenced murine hepatocytes allowed the selection of further miRNAs differentially loaded in EVs in correlation to PCBP2 (Supplementary file 3, Figure 4A and B).

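Small RNA was sequenced from 3A cells, a non-tumorigenic line of murine hepatocytes, and from the EVs purified from medium that these cells had conditioned for 72 h. The 8 libraries formed 4 conditions with 2 biological replicates each, namely cell shCTR, cell shPCBP2, EV shCTR and EV shPCBP2, where shCTR cells carried a scrambled shRNA and shPCBP2 cells an shRNA against PCBP2. The nematode miRNA cel-miR-39 was added to the samples as a spike-in. The authors trimmed the reads, aligned the forward reads to miRNA hairpins with mirPRo and deposited the number of reads counted on each mature miRNA, without normalization. Between 26391248 and 38166798 reads were counted per library. Mouse miRNAs received 12732173 and 11698300 of these reads in the cell shCTR replicates, and 8745848 and 12634729 in the cell shPCBP2 replicates. In EVs they received 687592 and 553556 reads in shCTR, and 618598 and 503070 in shPCBP2, and the spike-in took the remaining reads. From these counts, the level of each miRNA was expressed relative to the spike-in by setting the library sizes in edgeR proportional to the spike-in count. A quasi-likelihood model with the compartment, the shRNA and their interaction was then fitted over all libraries, and the interaction measured the change of the EV/cell ratio between shPCBP2 and shCTR. A condition was taken as being at the floor for a miRNA with at most 3 counts in both of its libraries. A change against such a condition was computed with 3 counts in each library and is given as a bound. The reads carry no molecular identifiers that were used in the counting, so these floors cover counting error only. EV libraries missed miRNAs beyond that error, since 139 EV replicate pairs had at most 3 counts in a library and at least 40 in its replicate. A bound that rests on an EV condition at the floor is therefore not a limit on the true change. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so the p-values come from the model fitted across miRNAs. Across the tested miRNAs, the median absolute log2 difference between replicates was 0.19 in cell shCTR, 0.47 in cell shPCBP2, 0.52 in EV shCTR and 0.60 in EV shPCBP2.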

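The EV/cell ratio differed between shPCBP2 and shCTR for 4 of 180 tested miRNAs at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1 ratio higher and 3 lower in shPCBP2. At an unadjusted p under 0.05 there were 17 miRNAs, of which 11 had a higher and 6 a lower ratio. With TMM factors in place of the spike-in, 9 were higher and 21 lower at this threshold, with median-of-ratios size factors 12 higher and 12 lower, and with the total miRNA count 20 higher and 7 lower. The split of the calls at an adjusted p under 0.05 also depended on the scaling. TMM factors gave 5 higher and 8 lower, median-of-ratios size factors 1 higher and 1 lower, and the total miRNA count 4 higher and 2 lower. These scalings placed the median log2 change of all tested miRNAs at -0.28, -0.08 and 0.12, against -0.08 with the spike-in. The number of calls moved most with DESeq2 in place of edgeR, which gave 14, with 9 higher and 5 lower. It was 0 with limma voom and sample weights by compartment, and 0 with a block for each culture. With at least 10 counts in every library it was also 0, but there none of the 4 is tested. The edgeR fit shares its estimate of the spread of a miRNA between cell and EV libraries, although EV replicates differed more. Its p-values therefore do not measure the EV spread alone. The smallest adjusted p was that of miR-872-5p, whose hairpin lies on chromosome 4 of GRCm38 from 94665157 to 94665237, in an intron of Ift74. It had 99 and 176 counts in the EV shCTR libraries and 0 in both EV shPCBP2 libraries, and its EV/cell ratio was at least 34.0-fold lower in shPCBP2 (adjusted p = 0.0110, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-129-2-3p, whose hairpin lies on chromosome 2 from 94241364 to 94241453 in an intron of Mir670hg, had 262 and 179 counts in EV shCTR and 0 in both EV shPCBP2 libraries. Its ratio was at least 13.3-fold lower (adjusted p = 0.0301, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its cell level also changed by -2.78 on the log2 scale (standard error 0.58). Fewer EV reads are therefore to be expected in shPCBP2 even at an unchanged ratio. miR-296-5p, with its hairpin on chromosome 2 from 174267047 to 174267125, had 189 and 117 counts in EV shCTR and 0 in both EV shPCBP2 libraries, a ratio at least 45.0-fold lower (adjusted p = 0.0415, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The miRNA with a higher ratio was miR-345-3p. All of these calls rest on a condition with no EV reads, and their bounds cover counting error only. In the order given, the calls that are lower had an adjusted p under 0.05 in 8, 6 and 5 of 11 alternatives. Among these alternatives is a prior count of 2 in edgeR, which left the p-values unchanged. Among the 33 tested miRNAs with 0 counts in exactly 2 of the EV libraries, the libraries without reads shared the condition for 8, where placement by chance gives 11. From the EV/cell comparison of the 2 conditions, the paper states that further miRNAs differentially loaded in EVs in correlation to PCBP2 were selected.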

**Figure 4.**
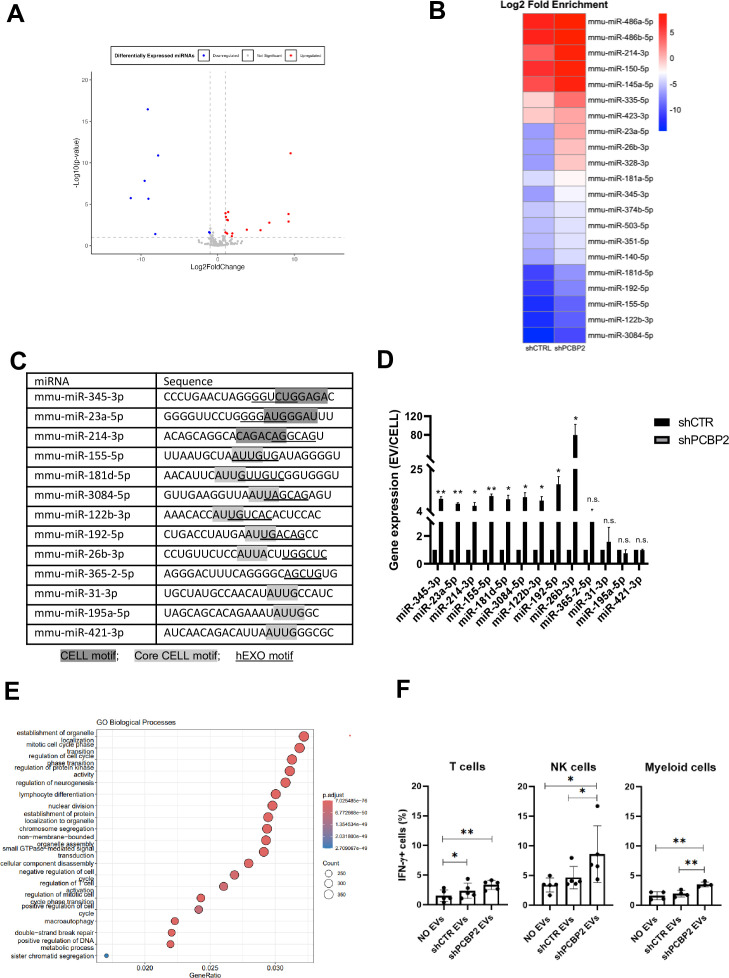
PCBP2 functionally dominates on SYNCRIP EV-loading activity on a repertoire of miRNAs embedding CELL and hEXO motifs. (**A**) Volcano plot comparing miRNAs differentially expressed from NGS data; miRNAs with Log2FC > 1 and Log2FC < -1 and p-value ≤ 0.10 were considered differentially expressed. Downregulated miRNAs in *shPCBP2* respect to *shCTRL* are represented as blue dots, upregulated miRNAs are represented as red dots. (**B**) Heatmap showing the Log2 fold enrichment (EV/CELL) of mature miRNAs in small extracellular vesicles derived from *shCTRL* cells versus *shPCBP2* cells. miRNAs with Log2FE ≥ 1.0 and p-value ≤ 0.10 were considered to be differentially enriched. (**C**) List of selected miRNAs embedding CELL and/or hEXO motifs; consensus sequences are highlighted in gray or underlined respectively. (**D**) EV miRNA levels in *shCTR* and *shPCBP2* cells analyzed by RT-qPCR. Data are expressed as ratio of miRNA expression in EVs with respect to the intracellular compartment (*shCTR* arbitrary value 1). Results are shown as the mean ± SEM of three independent experiments. Data are considered statistically significant with p<0.05 (Student’s *t*-test). *p<0.05; **p<0.01. (**E**) Gene Ontology enrichment analysis on validated and predicted targets. The X-axis represents the gene ratio, whereas the Y-axis represents the enriched GO terms. Colors indicate the statistical significance after multiple test correction, while circle size represents the number of genes associated with each term. (**F**) Liver-isolated leukocytes cultured either alone (NO EVs) or in the presence of control EVs (*shCTR* EVs) or *shPCBP2* EVs (*shPCBP2* EVs) for 24 h. The expression of IFN-γ was analyzed on CD3^+^, NK1.1^+^ CD11b^+^, and CD11b^+^ cells by flow cytometry. The dot plots show the percentage of cytokine-positive T cells, NK cells, and myeloid cells. T cells and NK cells graphs are representative of five independent experiments, while myeloid cells graph is representative of four independent experiments. Each symbol represents data obtained from an individual mouse. Data are considered statistically significant with p<0.05 (Student’s *t*-test). *p<0.05; **p<0.01.

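At the thresholds of Figure 4A, the edgeR fit called 20 miRNAs, with a higher EV/cell ratio in shPCBP2 for 13 and a lower ratio for 7. With TMM factors in place of the spike-in, the balance was reversed, with 9 higher and 12 lower, while median-of-ratios size factors gave 11 higher and 8 lower, and the total miRNA count 18 higher and 6 lower. All 20 called with the spike-in are among the 23 that pass these thresholds in the paper's Supplementary file 3, where 15 are higher and 8 lower. Unlike the adjusted p, the p-value of these thresholds is not corrected for the number of miRNAs tested. For 11 of the calls, a condition had at most 3 counts in both of its libraries, so that the size of the change is known only as a bound. miR-328-3p, for example, had no EV reads in shCTR and 116 and 101 in shPCBP2, and miR-145a-5p had no cell reads in shPCBP2 and only 10 and 15 in cell shCTR.

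**Figure D1:**
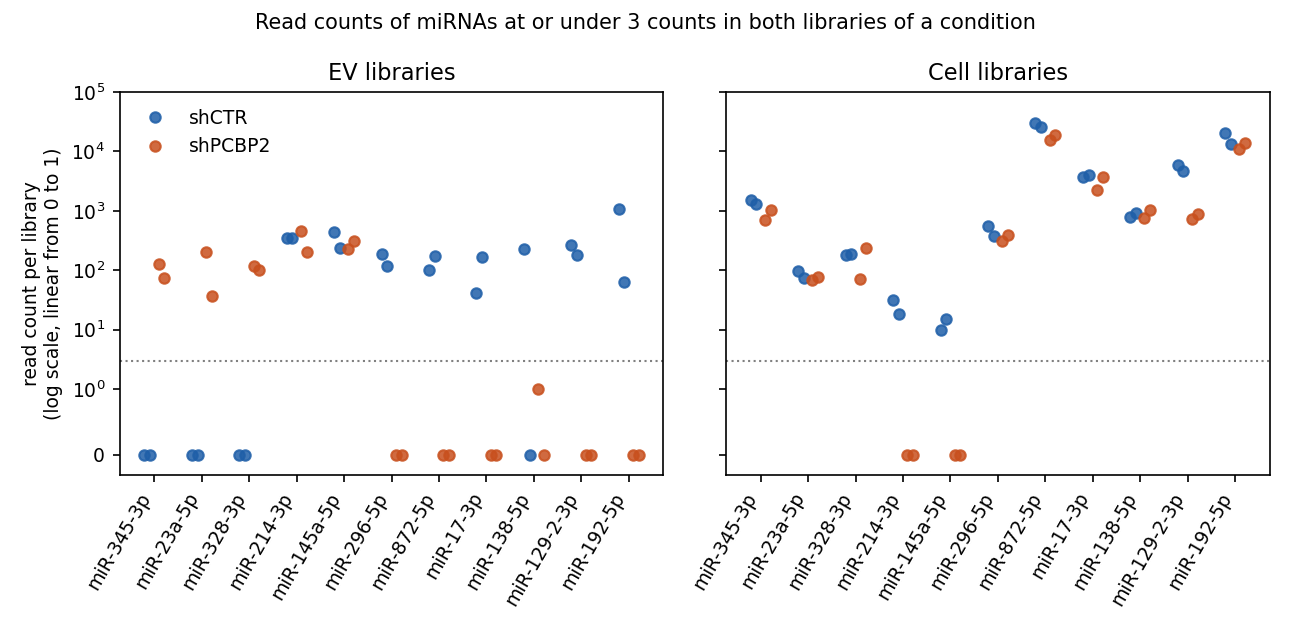
Read counts per library (log scale, linear from 0 to 1) of the 11 miRNAs that pass the thresholds of Figure 4A in Supplementary file 3 and have a condition with at most 3 counts in both libraries (dotted line), in EV libraries and in cell libraries, with a point for each replicate. For 9 of them the condition with at most 3 counts is an EV condition, and for miR-214-3p and miR-145a-5p it is cell shPCBP2.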

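In shCTR, the level relative to the spike-in differed between EVs and cells for 119 miRNAs at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 12 higher and 107 lower in EVs. The median log2 EV/cell ratio of all tested miRNAs in shCTR was -4.93 with the spike-in, -0.17 with TMM factors, -0.15 with median-of-ratios size factors and 0.06 with the total miRNA count, and these scalings gave 42 higher and 40 lower, 40 higher and 36 lower, and 43 higher and 32 lower miRNAs. Of the 21 miRNAs drawn in Figure 4B, 18 could be tested and 3 had no read in any EV library. The fitted EV/cell ratio was higher in shPCBP2 than in shCTR for 16 and lower for 2, namely miR-181d-5p and miR-192-5p. This is no independent check, since 15 of the 21 are higher calls of Supplementary file 3, which rest on the same counts. miR-486a-5p had a log2 EV/cell ratio of 6.69 (standard error 0.34) in shCTR and 7.69 (standard error 0.36) in shPCBP2, but its near-identical copy miR-486b-5p shares reads with it, so the level of each is uncertain. The change of its ratio was 1.01 (standard error 0.38), which did not pass the correction (adjusted p = 0.434, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while the adjusted p ranged from 0.00270 to 0.998 over the alternatives, with 3 of 12 under 0.05. miR-181a-5p had a log2 EV/cell ratio of -4.85 in shCTR and -3.48 in shPCBP2, with standard errors of 0.28 and 0.27. Its change of 1.37 (standard error 0.34) did not pass the correction either (adjusted p = 0.124, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while the adjusted p ranged from 0.00222 to 0.763 over the alternatives, with 4 of 12 under 0.05. For miR-335-5p the log2 change was 3.79 (standard error 1.39), and 2.48 without EV shPCBP2 replicate 1. The log2 change was 1.84 for miR-140-5p (0.81 without EV shPCBP2 replicate 1 and 2.64 without EV shCTR replicate 1), 1.90 for miR-150-5p, 1.32 for miR-351-5p, 1.23 for miR-503-5p and miR-423-3p, and 1.01 for miR-374b-5p. None of these passed the correction, with an adjusted p from 0.434 to 0.992 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the alternatives, only DESeq2 brought any of them under 0.05, namely miR-503-5p and miR-351-5p.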

**Figure 4—figure supplement 1.**
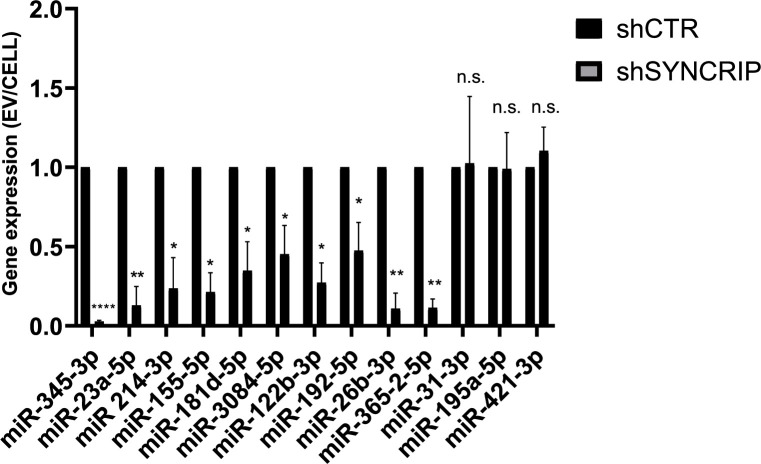
miRNAs EV export upon SYNCRIP silencing. EV miRNA levels in *shCTR* and *shSYNCRIP* cells analyzed by RT-qPCR. Data are expressed as ratio of miRNA expression in EVs with respect to the intracellular compartment (*shCTR* arbitrary value 1). Results are shown as the mean ± SEM of three independent experiments. Data are considered statistically significant with p<0.05 (Student’s *t*-test). *p<0.05; **p<0.01; ****p<0.0001.

**Figure 4—figure supplement 2.**
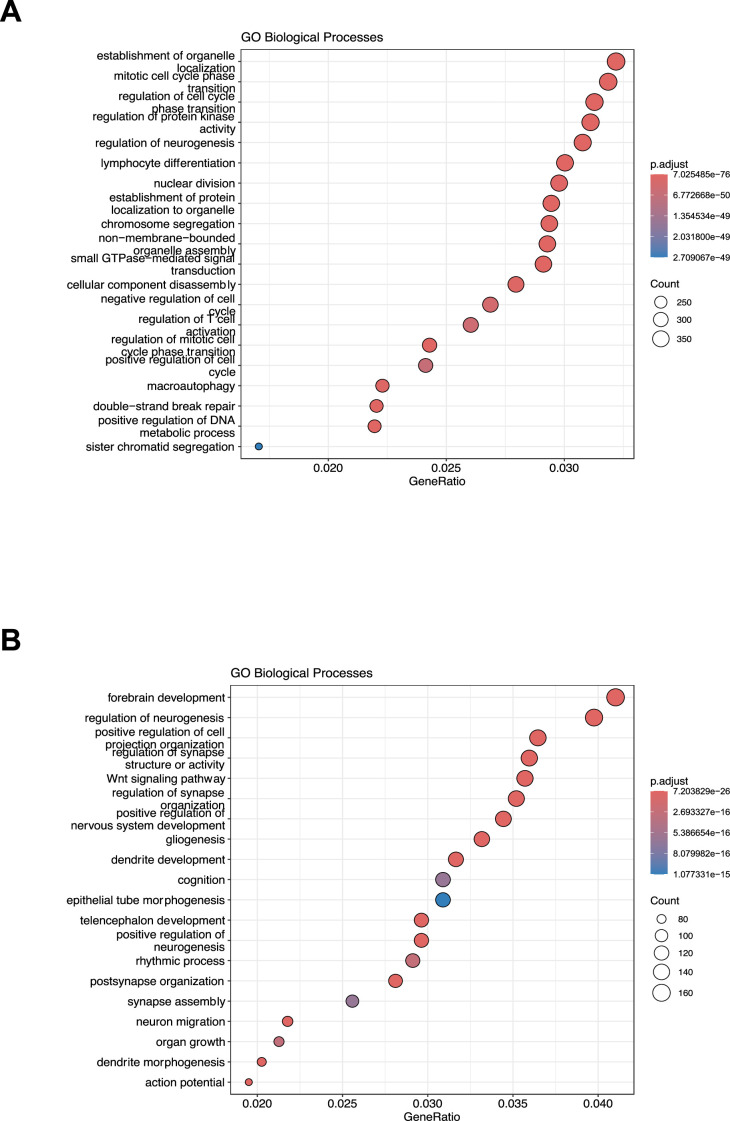
Gene Ontology analysis on miRNA targets. (**A**) Gene Ontology enrichment analysis on validated targets. The X-axis represents the gene ratio, whereas the Y-axis represents the enriched GO terms. Colors indicate the statistical significance after multiple test correction, while circle size represents the number of genes associated with each term. (**B**) Gene Ontology enrichment analysis on predicted targets. The X-axis represents the gene ratio, whereas the Y-axis represents the enriched GO terms. Colors indicate the statistical significance after multiple test correction, while circle size represents the number of genes associated with each term.

**Figure 4—figure supplement 3.**
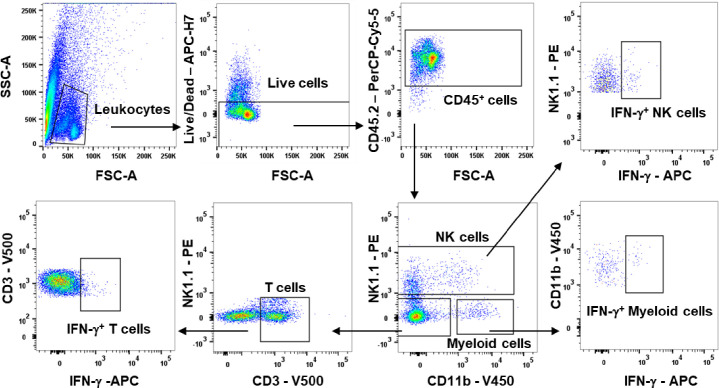
Flow cytometric analysis on EVs recipient cells. Leukocytes selected according to SSC-A and FSC-A morphological parameters. Live cells were identified excluding APC-H7^+^ cells. CD45.2^+^ cells were gated and then segregated into NK1.1^+^ CD11b^+^, NK1.1^-^ CD11b^+^, NK1.1^-^ CD11b^-^ CD3^+^ cells to discriminate NK cells, myeloid cells, and T cells, respectively. These gated cells were then analyzed for the expression of IFN-γ.

Then, the functional role of PCBP2 was assessed by means of qRT-PCR performed on nine miRNAs expressed in EVs and embedding both CELL and hEXO motifs (see ‘Materials and methods’ section) in comparison to four miRNAs embedding either the CELL (miR-31-3p, miR-195a-5p, miR-421-3p) or the hEXO motif (miR-365-2-5p) (Figure 4C).

Specifically, miR-155-5p, miR-181d-5p, miR-3084-5p, miR-122b-3p, miR-192-5p, miR-26b-3p, miR-31-3p, miR-195a-5p, and miR-421-3p have the Core CELL motif (AUUA/G) described by Garcia-Martin and colleagues (Garcia-Martin et al., 2022). 

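The mature sequence of miR-155-5p, UUAAUGCUAAUUGUGAUAGGGGU, holds AUUG from base 10 and matches chromosome 16 of GRCm38 from 84714143 to 84714165, in an exon of the non-coding gene Mir155hg. It had 9294 and 10334 counts in cell shCTR, 6463 and 7865 in cell shPCBP2, 260 and 354 in EV shCTR, and 318 and 261 in EV shPCBP2. Its EV/cell ratio changed by 0.12 on the log2 scale (standard error 0.54), less than its error, and the sign changed with TMM factors (-0.12) and without cell shCTR replicate 2 (-0.06), cell shPCBP2 replicate 1 (-0.01) or EV shCTR replicate 1 (-0.13). miR-181d-5p, AACAUUCAUUGUUGUCGGUGGGU, holds AUUG from base 8 and matches chromosome 8 from 84178759 to 84178781 on the minus strand, in an intron of Nanos3. Its EV counts were 888 and 653 in shCTR and 498 and 404 in shPCBP2, against 48064, 41278, 34690 and 50844 counts in the cell libraries. The ratio was lower in shPCBP2, with a log2 change of -0.96 (standard error 0.35), which did not pass the correction (adjusted p = 0.434, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had an adjusted p from 0.0406 with TMM factors to 0.998 over the alternatives. miR-192-5p, CUGACCUAUGAAUUGACAGCC, holds AUUG from base 12 and matches chromosome 19 from 6264857 to 6264877, where no other gene is annotated on the same strand. It had 1058 and 62 counts in the EV shCTR libraries and 0 in both EV shPCBP2 libraries, so that its ratio was at least 159-fold lower in shPCBP2 (adjusted p = 0.0917, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1 of 11 alternatives under 0.05. This limit covers counting error only. It rests mainly on EV shCTR replicate 1, without which it was 18.7-fold, and it was 299-fold without EV shCTR replicate 2. miR-26b-3p, CCUGUUCUCCAUUACUUGGCUC, holds AUUA from base 11 and matches chromosome 1 from 74394360 to 74394381, in an intron of Ctdsp1. It had no EV reads and 98, 143, 79 and 66 counts in the cell libraries. miR-3084-5p, GUUGAAGGUUAAUUAGCAGAGU, holds AUUA from base 12 and matches 2 hairpins on chromosome 19, from 24942276 to 24942297 and from 60774370 to 60774391. It had no EV reads either, and 288, 75, 123 and 165 counts in the cell libraries. miR-122b-3p, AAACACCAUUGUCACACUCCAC, holds AUUG from base 8 and was counted in 1 library, with 6 counts in cell shPCBP2 replicate 2. For these last miRNAs, an EV change between the conditions was not detectable at this depth.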

Other miRNAs (miR-345-3p, miR-23a-5p, and miR-214-3p) share the described CELL motif (Garcia-Martin et al., 2022) with the most frequent nucleotides, considering also the reported variability. 

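Neither AUUA nor AUUG occurs in the mature sequences of these miRNAs. miR-345-3p, CCCUGAACUAGGGGUCUGGAGAC, matches chromosome 12 from 108837026 to 108837048, within the gene Slc25a47. It had no reads in the EV shCTR libraries, and 126 and 73 counts in the EV shPCBP2 libraries. In cells it had 1515 and 1281 counts in shCTR and 689 and 1031 in shPCBP2. Its EV/cell ratio was at least 44.3-fold higher in shPCBP2 (adjusted p = 0.0301, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This limit and those of the next miRNAs cover counting error only. The adjusted p was under 0.05 in 6 of 11 alternatives, among them the prior count of 2, which left the p-values unchanged. miR-23a-5p, GGGGUUCCUGGGGAUGGGAUUU, matches chromosome 8 from 84208527 to 84208548, where no other gene is annotated on the same strand. It had no reads in EV shCTR and 205 and 36 counts in EV shPCBP2, against 95, 75, 68 and 77 counts in the cell libraries. The ratio was at least 36.8-fold higher (adjusted p = 0.0917, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1 of 11 alternatives under 0.05. The limit was 13.1-fold without EV shPCBP2 replicate 1 and 60.4-fold without EV shPCBP2 replicate 2. miR-214-3p, ACAGCAGGCACAGACAGGCAGU, matches chromosome 1 from 162223438 to 162223459, in an exon of Dnm3os. Its EV counts were 343 and 347 in shCTR and 464 and 200 in shPCBP2, a log2 change of -0.44 (standard error 0.90) relative to the spike-in, which is less than its error. Its ratio was at least 6.40-fold higher because the cell counts were 32 and 18 in shCTR and 0 in both shPCBP2 libraries (adjusted p = 0.103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2 of 11 alternatives under 0.05.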

Regarding the hEXO motif described by Santangelo et al., 2016, the most frequent nucleotides defining the motif sequence have been taken into consideration.

In order to consider the possible impact of PCBP2 on miRNAs steady state level (resulting from variation in transcription and biogenesis), miRNA abundance in EVs and in the intracellular compartment was analyzed by qRT-PCR as EVs/cell ratio. Results indicate that PCBP2 silencing releases a SYNCRIP-dependent loading of miRNAs in the EVs (Figure 4D), thus highlighting a dominant PCBP2 cell-retention function on SYNCRIP-dependent export, evaluated on these miRNAs in Figure 4—figure supplement 1.

Moreover, Gene Ontology (GO) enrichment analysis of the PCBP2-dependent cell-retained miRNAs targets have been performed (including both validated and predicted targets, respectively, obtained from TarBase v9.0 database and DIANA-microT web server). As reported in Figure 4E and in Figure 4—figure supplement 2, this analysis highlighted several biological pathways collectively influenced by these miRNAs (e.g., establishment of organelle localization, regulation of cell cycle, and lymphocyte differentiation).

To preliminarily explore the functional impact of EVs deriving from WT and PCPB2-silenced cells, treatment of leukocytes obtained from C57BL/6J mice livers has been performed.

Specifically, as reported in Figure 4F, Figure 4—figure supplement 3, T cells, NK cells and myeloid cells show a higher amount of IFN-γ production upon *shPCBP2* EVs treatment in comparison to the *shCTR* EVs; this suggests that PCBP2 silencing results in an EV-mediated modulation of the immune response.

With respect to the molecular mechanism, the analysis by CLIP-qPCR assay demonstrates the PCBP2 binding to miRs-345-3p, 23a-5p, 214-3p, 155-5p, 181d-5p, 3084-5p, 122b-3p, 192-5p, 26b-3p that bear both the CELL and hEXO motifs; conversely, the presence of either the sole hEXO (miR-365-2-5p) or the sole CELL (miR-31-3p, miR-195a-5p, miR-421-3p) does not allow PCBP2 binding (Figure 5A). As expected, the presence of hEXO motif alone or in combination with the CELL motif is sufficient for SYNCRIP binding to all the analyzed miRNAs (Figure 5B).

**Figure 5.**
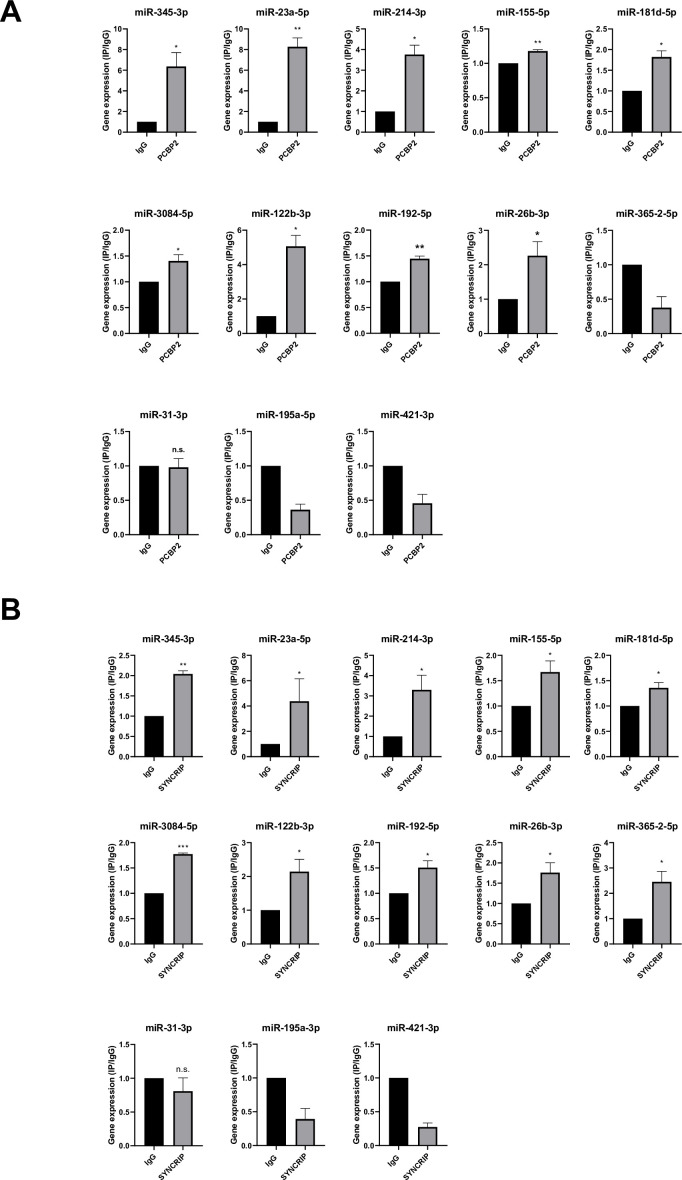
PCBP2 and SYNCRIP bind to several miRNAs embedding CELL and hEXO motif sequences. (**A**) CLIP of PCBP2 protein in murine hepatocytes. RT-qPCR analysis for the indicated miRNAs is shown as IP/IgG for each independent experiment (IgG arbitrary value 1). Data are the mean ± SEM of three independent experiments. Data are considered statistically significant with p<0.05 (Student’s *t*-test). *p<0.05; **p<0.01. (**B**) CLIP of SYNCRIP protein in murine hepatocytes. RT-qPCR analysis for the indicated miRNAs is shown as IP/IgG for each independent experiment (IgG arbitrary value 1). Data are the mean ± SEM of three independent experiments. Data are considered statistically significant with p<0.05 (Student’s *t*-test). *p<0.05; **p<0.01; ***p<0.001.

Furthermore, in line with data obtained for miR-155-3p (see Figure 2D), results shown in Figure 6 demonstrate the SYNCRIP-dependent PCBP2 binding assessed in hepatocytes silenced for SYNCRIP.

**Figure 6.**
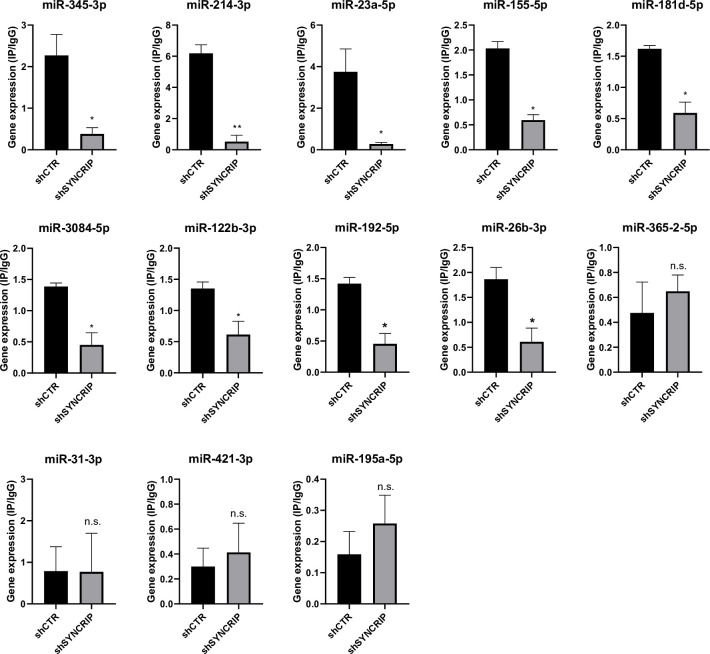
PCBP2 binding to miRNAs requires SYNCRIP. CLIP of PCBP2 protein in murine hepatocytes both WT (*shCTR*) and silenced for SYNCRIP (*shSYNCRIP*). RT-qPCR analysis for the indicated miRNAs is shown as IP/IgG. Data are the mean ± SEM of three independent experiments. Data are considered statistically significant with p<0.05 (Student’s *t*-test). *p<0.05; ***p<0.001.

Overall, these data indicate that the previously described SYNCRIP capacity to act as EV loader is functionally limited by the presence of a here-identified sequence- and SYNCRIP-dependent retention mechanism mediated by the RNA-binding protein PCBP2.

## Discussion

The main finding of this investigation is the identification of PCBP2 as a new regulator of miRNA partition between intracellular and EV compartments. Evidence here gathered indicates that (i) PCBP2 binding requires both the miRNA CELL sequence and the RBP SYNCRIP, which in turn recognizes its specific hEXO *consensus*; in other words, SYNCRIP binding is a prerequisite for PCBP2 recruitment; (ii) PCBP2 cell retention function is dominant over the SYNCRIP-dependent EV-loading; in other words, PCBP2 impairs SYNCRIP-mediated miRNA export (Figure 7).

**Figure 7.**
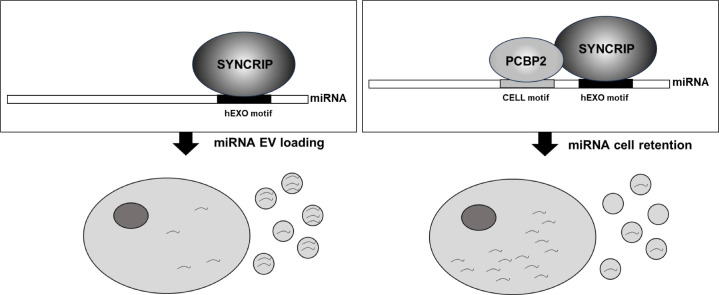
Schematic model of PCBP2/SYNCRIP-dependent miRNAs compartmentalization. hEXO-SYNCRIP interaction promotes miRNAs secretion into EVs. SYNCRIP-dependent PCBP2-CELL motif interaction promotes miRNAs intracellular retentio.

While SYNCRIP EV-loading activity has been previously well characterized by means of both functional and structural analysis (Santangelo et al., 2016; Hobor et al., 2018), the role of PCBP2 as a mediator of miRNA intracellular retention is here disclosed for the first time.

Indeed, no data were previously reported on the RBPs involved in miRNA cell retention even if the role of specific *consensus* sequences has been previously defined by means of functional assays involving the introduction/removal of the CELL motifs (Garcia-Martin et al., 2022).

PCBP2 protein (similarly to SYNCRIP) displays a pleiotropic function; specifically, it is a well-characterized member of the Poly‐rC‐binding proteins (PCBPs), a group of multifunctional RNA-binding proteins that contain three highly conserved RNA binding KH domains and that may shuttle between the nucleus and the cytoplasm (Yuan et al., 2021). A large body of evidence points to its role in controlling multiple processes, including RNA maturation and trafficking, RNA editing, translational activation or repression, and mRNA degradation (Chaudhury et al., 2010; Ishii et al., 2020; Makeyev et al., 1999; Makeyev and Liebhaber, 2002; Perrotti et al., 2002; Yabe-Wada et al., 2020).

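The EV/cell ratio can be divided into its EV part and its cell part. In EVs, 13 miRNAs differed between shPCBP2 and shCTR at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 higher and 10 lower in shPCBP2. The EV count depends on the settings. It was 1 with only the 4 EV libraries in the fit and 2 with the replicate number as a block. It was 7 with at least 10 counts in every library and 27 with DESeq2. In cells, no miRNA differed at this adjusted p, while 25 had an unadjusted p under 0.05 and all of them were lower in shPCBP2. This absence of calls depends on the settings, since 39 miRNAs passed an adjusted p of 0.05 with only the 4 cell libraries in the fit, 18 with DESeq2, 18 with limma voom and 8 with at least 10 counts in every library, all lower in shPCBP2. With TMM factors 5 passed, of which 4 were lower. That all 25 were lower holds relative to the spike-in, since at an unadjusted p under 0.05 TMM factors gave 9 higher and 10 lower, median-of-ratios size factors 6 and 12, and the total miRNA count 4 and 19. The median log2 change of all tested miRNAs was -0.54 in EVs and -0.49 in cells relative to the spike-in. It was -0.23, -0.11 and -0.02 in EVs, and -0.02, -0.10 and -0.22 in cells, with TMM factors, median-of-ratios size factors and the total miRNA count. For the 15 miRNAs with a higher ratio at the thresholds of Figure 4A in Supplementary file 3, the fitted EV level was higher in shPCBP2 for 9 and lower for 6, and none of those 6 was lower by more than its standard error. The fitted cell level was lower for all 15, and the cell change was the larger of the parts for 10. With TMM factors, the EV level was higher for 12 and the cell level lower for 11, with median-of-ratios size factors for 12 and 14, and with the total miRNA count for 13 and 15. The 8 miRNAs with a lower ratio had a lower fitted EV level under each of these scalings. The cell level of miR-181a-5p changed by -1.42 on the log2 scale (standard error 0.25) and its EV level by -0.05 (standard error 0.24).

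**Figure D2:**
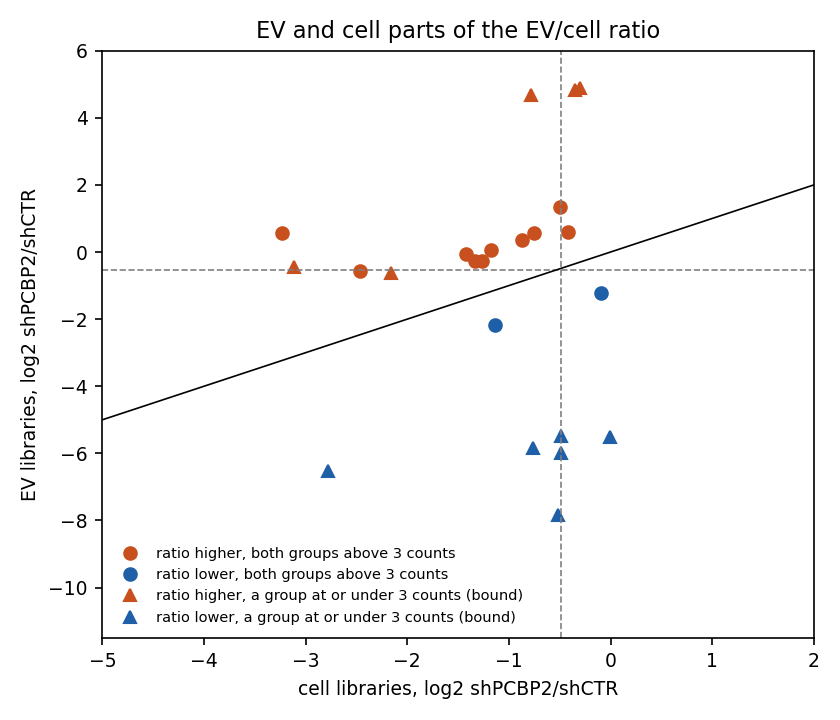
Log2 change between shPCBP2 and shCTR in cells (horizontal axis) and in EVs (vertical axis), relative to the spike-in, for the 23 miRNAs that pass the thresholds of Figure 4A in Supplementary file 3. Triangles stand for bounds, dashed lines for the medians of all tested miRNAs and the solid line for an unchanged ratio. All 15 miRNAs with a higher ratio lie left of 0 on the horizontal axis, which does not hold with TMM factors (11) or median-of-ratios size factors (14).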

Its potential impact on miRNA biogenesis suggested us to analyze miRNA partition as the EVs/cell ratio, thus circumventing variation deriving from the intracellular expression levels.

Here, PCBP2 was found to directly bind to miRNAs, sharing one of the CELL-motifs previously identified by in silico sequence analysis of the miRNAs that were retained in AML12 mouse hepatocytes (Garcia-Martin et al., 2022). The use of specific insertion/removal mutants and knock-down cellular systems here highlighted the SYNCRIP recruitment as a prerequisite for PCBP2 binding, which was verified on miRs-155-3p, 26b-3p, and 31-3p. Furthermore, this conclusion was extended by CLIP analysis to further nine miRs selected on the basis of an NGS approach and of a bioinformatic analysis.

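Of the 9 miRNAs of Figure 4C with both motifs, 6 could be tested by sequencing and 3 had no EV reads. The fitted EV/cell ratio was higher in shPCBP2 for 4 and lower for 2, and 4 of the 6 had a condition at the floor. The median fitted log2 change was 3.91, a value that depends on the prior count. With bounds in place of fitted values for the miRNAs at the floor, the median was 1.40, the midpoint of 0.12 and 2.68. With at least 10 counts in every library, only 2 of the miRNAs remained and the median was -0.42. For the list, 5 miRNAs had a p under 0.05 adjusted over the list alone, of which 2 had a lower ratio, and 1 miRNA had an adjusted p under 0.05 over all tested miRNAs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper states that these miRNAs were chosen by sequencing and by bioinformatics, and its methods describe small RNA sequencing for these libraries alone, so neither the median nor the adjustment over the list alone is taken as independent evidence.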

Of note, among them, miRs-155-3p, 23a-5p, 155-5p, 192-5p, and 26b-3p display important EV-mediated functions in relation to pathophysiology (Broermann et al., 2020; Dosil et al., 2022; Jiao et al., 2021; Zhao et al., 2024), as also assessed by GO analysis.

The here proposed mechanism implies that the export activity of SYNCRIP is specifically impaired by PCBP2 and highlights that the miRNA partition is not only related to the presence of specific RBPs/export sequences interaction. The final functional compartmentalization output appears the result of an integrated system of RNA/proteins interactions, here only partially unveiled, whose dynamics may provide elements for the explanation of the EVs miRNA cargo specificity and for its variation coherently to cellular plasticity.

In addition, it is conceivable to hypothesize that previously identified domains (Hobor et al., 2018; Kim et al., 2000; Mizutani et al., 2000; Passos et al., 2006; You et al., 2009), shall mediate the protein-protein interaction dynamics between PCBP2 and SYNCRIP, impacting RBP-miRNAs recognition. Moreover, upon the interaction among SYNCRIP and the miRNAs a topological switch may occur, impacting the affinity of PCBP2 for the same miRNAs.

Of note, recent research highlights a further level of complexity since miRNA epitranscriptomic modifications, while impairing miRNA intracellular function, appear instrumental to miRNA loading in EVs (Garbo et al., 2024).

The described multiple RNA/proteins interactions provide a further step in the process of clarification of the mechanisms that may yield value in the control of cellular communication in pathophysiological processes. Functionally, the effect of PCBP2 silenced cells-derived EVs on the immune response evaluated as IFN-γ production suggests modulation on functional states of recipient target cells. The knowledge of molecular players of miRNAs intracellular/EVs partition could be soon instrumental for the development of RNA-based manipulations holding therapeutic perspectives.

## Materials and methods

### Cell culture conditions

Non-tumorigenic murine hepatocyte 3A cells (Montaldo et al., 2021; Conigliaro et al., 2013) were grown at 37°C, in a humidified atmosphere with 5% CO_2_, in RPMI 1640 medium supplemented with 10% FBS (Gibco Life Technology), 50 ng/mL epidermal growth factor (EGF), 30 ng/mL insulin growth factor (IGF) II (PeproTech), 10 mg/mL insulin (Roche), and penicillin/streptomycin, on dishes coated with collagen I (Collagen I, Rat Tail; Gibco Life Technology). All cell lines were tested for mycoplasma using the DAPI staining and the Mycoplasma PCR Detection Kit (G238, ABM). All cell lines were authenticated after thawing by morphology check, cell proliferation rate evaluation, and species verification by PCR. Bacteria contamination was excluded.

### Extracellular vesicle purification

EVs were prepared according to the International Society of Extracellular Vesicles recommendations (Théry et al., 2018). Conditioned media (CM) from 150 mm plates each containing 250,000 hepatocytes were collected after 72 h culture in complete medium containing EV-depleted FBS. Cell-conditioned media were centrifuged at 2000×*g* for 20 min at 4°C to remove dead cells and then at 20,000×*g* for 30 min at 4°C. Cleared supernatants were passed through 0.22 mm filter membranes, ultracentrifuged in a SW32 Ti rotor (Beckman Coulter) at 100,000×*g* for 70 min at 4°C, and finally resuspended in PBS. The EVs resuspension was analyzed by EXOID-V1-SC (IZON) for size and concentration characterization.

### Biotin miRNA pull-down

Biotin miRNA pull-down experiments were performed on cytoplasmic extracts. Briefly, cells were lysed in hypotonic buffer (10 mM Tris-Cl [pH 7.5], 20 mM KCl, 1.5 mM MgCl_2_, 5 mM DTT, 0.5 mM EGTA, 5% glycerol, 0.5% NP40, and 40 U/mL RNAsin [Promega]) supplemented with protease inhibitors (Roche Applied Science). Lysates were incubated on a rotating platform for 30 min at 4°C and then centrifuged at 13,000 rpm for 30 min at 4°C. Protein concentration was determined with Protein Assay Dye Reagent (Bio-Rad) based on the Bradford assay.

Samples (2 mg of proteins) were incubated for 1 h at 4°C with 10 nmol synthetic single-strand miRNA oligonucleotides containing a biotin modification attached to the 5’ and via a spacer arm (IDT, Intregrated DNA Technology) (Table 1).

**Table 1.** Biotinylated RNA oligonucleotides used in pull-down experiments.

Name	Oligonucleotides sequence
*Biotin-miR-26b-3p WT*	[Btn] 5’ CCUGUUCUCCAUUACUUGGCUC 3’
*Biotin-miR-26b-3p no-hEXO*	[Btn] 5’ CCUGUUCUCCAUUACUUGGCGA 3’
*Biotin-miR-31-3p* WT	[Btn] 5’ UGCUAUGCCAACAUAUUGCCAUC 3’
*Biotin-miR-31-3p+hEXO*	[Btn] 5’ UGCUAUGCCAACAUAUUGGGCUG 3’
*Biotin-miR-31–3p+hEXO no-CELL*	[Btn] 5’ UGCUAUGCCAACAUAUUUGGCUG 3’
*Biotin-miR-155b-3p WT*	[Btn] 5’ CUCCUACCUGUUAGCAUUAAC 3’
*Biotin-miR-155b-3p no-CELL*	[Btn] 5’ CUCCUACCUGUUAGCAUGAUC 3’
*Biotin-miR-155b-3p no-hEXO*	[Btn] 5’ CUCCUACCUGUUAGCAUUAGU 3’
*Biotin-miR-365-2-5p WT*	[Btn] 5’ AGGGACUUUCAGGGGCAGCUGUG 3’
*Biotin-miR-365-2-5P*+hEXO	[Btn] 5’ AGGGACUUUCAUUGGCAGCUGUG 3’

Dynabeads M-280 Streptavidin (50 μL/sample, Invitrogen), previously blocked with 1 mg/mL yeast tRNA (Roche Applied Science), were added to reaction mixture for 90 min at 4°C, and then the beads were washed three times with cold lysis buffer and once with PBS. Elution was performed at room temperature for 5 min in Laemmli Buffer (containing 2-β mercaptoethanol and SDS).

Detection of miRNA/RBPs interaction was evaluated by WB on 10% of Input sample and 50% of the pulled-down samples.

Pull-down assay with PCBP2 (NM_001103165) mouse recombinant protein (TP522190, Origene) was performed with 4 μg of protein.

### Protein digestion, peptide purification, and nanoLC analysis

Proteins obtained from the pull-down experiments with miR-155-3p or random scrambled miRNA were separated on 4–12% gradient gels (Invitrogen) and stained by Simply Blue Safe Stain staining. Fourteen sections of the gel lane were cut. Protein digestion of gel pieces and peptide purification were performed as previously described in Mancone et al., 2012. Peptides resuspended in a suitable nanoLC injection volume of 2.5% ACN/0.1% TFA and 0.1% formic acid were then analyzed by an UltiMate 3000 RSLCnano-LC system (Thermo Fisher Scientific) connected on-line via a nano-ESI source to an Q Exactive plus TM Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo Fisher Scientific) as in Montaldo et al., 2021. Proteins were automatically identified by MaxQuant (v. 1.6.17.0) software. Tandem mass spectra were searched against the *Mus musculus* dataset of UniprotKB database.

Quantitative comparison among miR-155-3p WT and miR-155-3p no-CELL was performed using the label-free quantification algorithm calculated by MaxQuant software.

### SDS-PAGE and western blotting

Cells were lysed in Triton 1X buffer; subsequently, the proteins (30 μg for each sample) were analyzed as in Battistelli et al., 2021. The following primary antibodies were used for immunoblotting: α-PCBP2 (AV40568; Sigma-Aldrich), α- SYNCRIP (MAB11004; Merck Millipore), α-HSP90 (sc-13119; Santa Cruz Biotech), α-LAMP1 (Ab24170; Abcam), α-CD63 (sc-5275; Santa Cruz Biotechnology), α-SYNTHENIN (Ab133267; Abcam), α-ALIX (2171; Cell Signaling Technology), α-TSG101 (sc-7964; Santa Cruz Biotechnology), α-FLOTILLIN-1 (sc74566; Santa Cruz Biotechnology), α-CALNEXIN (NB100-1965; Novus Biologicals), and α-GAPDH (MAB-374; Merck Millipore) used as a loading control. The immune complexes were detected with horseradish peroxidase-conjugated species-specific secondary antiserum: (α-Rabbit 172-1019 and α-Mouse 170-6516; Bio-Rad Laboratories), then by enhanced chemiluminescence reaction (Bio-Rad Laboratories). Densitometric analysis of protein expression was performed by using the Fiji-ImageJ image processing package.

### RNA extraction, RT-PCR, and real-time qPCR

miRNAs were extracted by miRNeasy Mini Kit and RNeasy MinElute Cleanup Kit (QIAGEN) and reverse transcribed with MystiCq microRNA cDNA Synthesis Mix (Sigma-Aldrich). Quantitative polymerase chain reaction (RT-qPCR) analyses were performed according to MIQE guidelines. cDNAs were amplified by qPCR reaction using GoTaq qPCR Master Mix (Promega, Madison, WI, USA). Relative amounts, obtained with 2^(-ΔCt) method, were normalized with respect to the cel-miR-39 Spike-In (59000; NORGEN), previously added into miRNA samples and expressed as ratio of miRNAs expression in EVs with respect to the intracellular compartment Garbo et al., 2024. Oligonucleotide sequences are reported in Table 2.

**Table 2.** Primers for miRNA qPCR analysis.

miRNA	Primer sequence	*T*_m_ (°C)
*mmu-miR-23a-5p*	GGGGTTCCTGGGGATGGGATTT	60
*mmu-miR-26b-3p*	CCTGTTCTCCATTACTTGGCTC	62
*mmu-miR-31-3*p	TGCTATGCCAACATATTGCCATC	61
*mmu-miR-122b-3p*	AAACACCATTGTCACACTCCAC	60
*mmu-miR-155-3p*	CTCCTACCTGTTAGCATTAAC	59
*mmu-miR-155-5p*	TTAATGCTAATTGTGATAGGGGT	58
*mmu-miR-181d-5p*	AACATTCATTGTTGTCGGTGGGT	60
*mmu-miR-192-5p*	CTGACCTATGAATTGACAGCC	59
*mmu-miR-195a-5p*	TAGCAGCACAGAAATATTGGC	60
*mmu-miR-214-3p*	ACAGCAGGCACAGACAGGCAGT	60
*mmu-miR-345-3p*	CCCTGAACTAGGGGTCTGGAGAC	60
*mmu-miR-365-2-5p*	GACTTTCAGGGGCAGCTG	58
*mmu-miR-3084-5p*	GTTGAAGGTTAATTAGCAGAGT	60
*mmu-miR-421-3p*	ATCAACAGACATTAATTGGGCGC	60

Total RNA was extracted by ReliaPrep RNA Tissue Miniprep System (Promega, Madison, WI, USA) and reverse transcribed with iScript c-DNA Synthesis Kit (Bio-Rad Laboratories Inc, USA). Quantitative polymerase chain reaction (RT-qPCR) analyses were performed according to MIQE guidelines. cDNAs were amplified by qPCR reaction using GoTaq qPCR Master Mix (Promega, Madison, WI, USA). Relative amounts, obtained with 2^(-ΔCt) method, were normalized with respect to the housekeeping gene 18S. Oligonucleotide sequences are reported in Table 3.

**Table 3.** Primers for gene expression qPCR analysis.

Name	Primer sequence	*T*_m_ (°C)
*PCBP2*	*For* ACACCGGATTCAGTGGCA *Rev* TTGATTTTGGCGCCTTGACG	58 58
*SYNCRIP*	*For* ACCTTGCCAACACGTAACA *Rev* CCATAGCCTTGACACACCA	59 59
*18*s	*For* AGCACCCATTGCAACGTCTG *Rev* GCACGGCGACTACCATCG	58 58

The results were analyzed with Manager Software (Bio-Rad) and calculated using the ΔC(t) method.

### Co-immunoprecipitation

Cells were lysed with IP Lysis Buffer (150 mM NaCl, 50 mM Tris-HCl pH 7.5, 5 mM EGTA pH 8, 50 mM NaF pH 8, 1,5 mM MgCl_2_, 1% TRITON-X100, and 10% glycerol) containing freshly added cocktail protease inhibitors (complete EDTA-free Protease Inhibitor Cocktail; Sigma-Aldrich) and phosphatase inhibitors (5 mM EGTA pH 8.0; 50 mM sodium fluoride; 5 mM sodium orthovanadate). Lysates were incubated on a rotating platform for 2 h at 4°C and then centrifuged at 13,000 rpm for 30 min at 4°C. Protein concentration was determined with Protein Assay Dye Reagent (Bio-Rad), based on the Bradford assay.

2 mg of proteins (one for the specific antibody and one for the corresponding aspecific IgG) were precleared adding 40 µL of Protein A Sepharose or Protein G Sepharose (GE HealthCare) for 3 hr at 4°C in a total volume of 1 mL of IP Lysis Buffer in rotation. Then, Protein A or G Sepharose was removed by centrifugation and the extracts were incubated with 5 µg of specific antibody α-PCBP2 (cod. RN025P; MBL), SYNCRIP (MAB11004; Merck Millipore), Normal Rabbit IgG (12-370; Millipore), or Normal Mouse IgG (12-371; Merck Millipore), the last two used as negative controls, to proceed with immunoprecipitation at 4°C overnight. Immuno-complexes were collected adding 50 µL of Protein A or G Sepharose for 3 h at 4°C in rotation. The immunoprecipitated proteins were washed three times with Net Gel Buffer (150 mM NaCl, 50 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.1% NP40, and 0.25% gelatin) and once with RIPA Buffer (150 mM NaCl, 1% NP40, 0,5% sodium deoxycholate, 0,1% SDS, 50 mM Tris-HCl pH 8). Finally, immunoprecipitated proteins were detached from Sepharose beads by adding 50 µL of Laemmli Buffer 2X. Samples were boiled at 95°C for 5 min, beads were eliminated by centrifugation, and 10% of input sample and 50% of each immunoprecipitated sample were loaded on polyacrylamide gel and analyzed by western blotting.

### EMSA

Cells were lysed in Triton Buffer at 4°C, for 30 min, and 4 μg of protein extract were incubated with 0.5 pmol of biotinylated RNA oligonucleotides for 30 min at room temperature in REMSA Binding Buffer, according to the manufacturer’s protocol (Light Shift Chemiluminescent RNA EMSA Kit, Thermo Fisher Scientific 20158). 1 μg of each antibody was incubated with the protein-RNA complex: anti-PCBP2 (RN025P; MBL) and anti-SYNCRIP (MAB11004; Merck Millipore) for supershift and ultrashift analysis. The electrophoresis was performed in native 6% polyacrylamide gel in 0.5× TBE. Transfer step was carried out at 25 V, for 15 min in 0.5× TBE, and the detection was performed following manufacturer’s instructions.

### UV cross-linking RIP

CLIP was performed as reported in Battistelli et al., 2021. Immunoprecipitated miRNAs were reverse transcribed and analyzed by RT-qPCR amplifications. The list of primers is reported in Table 2. Primary antibodies for IP: anti-PCBP2 (RN025P; MBL), anti-SYNCRIP (MAB11004; Merck Millipore) and as negative controls Normal Rabbit IgG (12-370; Merck Millipore) or Normal Mouse IgG (12-371; Merck Millipore).

### shRNA silencing

Stable PCBP2 knockdown was achieved through infection with shRNAs cloned in pSUPER retro puro retroviral vector (Oligoengine). Viral supernatants were collected 48 h after transfection of 293gp packaging cells, filtered (0.45 mm), and added to hepatocytes. At 48 h post-infection, selection was performed with 2 µg/mL puromycin for at least 1 week before analysis. The sequence of shRNA scramble used as control was previously described (Pasque et al., 2011). The sequences of shRNA oligos used for cloning are reported in Table 4.

**Table 4.** Oligos for shRNA cloning in pSUPER.retro.puro vector.

Name	Sequence
*PCBP2*	*Sense* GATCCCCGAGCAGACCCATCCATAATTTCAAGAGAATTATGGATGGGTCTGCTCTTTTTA *Antisense* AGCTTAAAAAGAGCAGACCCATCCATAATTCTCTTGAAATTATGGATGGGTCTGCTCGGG
*SYNCRIP*	As reported in Santangelo et al., 2016
*CTR*	As reported in Santangelo et al., 2016

### Motif scanning analysis

Murine mature miRNA sequences were retrieved from miRBase v22.1 database (Kozomara et al., 2019). The FIMO tool (Grant et al., 2011) was used to scan these sequences for occurrences of hEXO, extended CELL (the bottom motif identified in AML12 cells and reported in Figure 2 by Garcia-Martin et al., 2022) and core AUUA/G CELL motifs, encoded as Position Probability Matrices, with parameters --bfile --motif-- --norc and setting the p-value threshold to 0.1, 0.1, and 0.01, respectively.

### Small RNA sequencing

miRNA samples (two biological replicates per condition), to which the cel-miR-39 Spike-In (59000; NORGEN) was previously added, were sequenced at Procomcure Biotech GmbH. Sequencing libraries were prepared using the NEXTFLEX Small RNA-Seq Kit v4 (PerkinElmer). The sequencing reaction was performed on an Illumina NovaSeq 6000 instrument in 2 × 40 bp paired-end configuration, with a throughput of ~40 million read pairs per sample. FastqToolkit version 2.2.5 (BaseSpace Labs, 2023) was used to remove adapter sequences from the 3’ end and to filter out reads whose length and average quality after trimming were <10 and <30, respectively. Only forward reads were kept for downstream analyses. The mirPRo software version 1.1.4 (Shi et al., 2015), which utilizes NovoAlign (Li and Homer, 2010) as its alignment engine, was used to align reads to a reference composed of miRNA hairpin sequences downloaded from the miRBase v22.1 database with the addition of the spike-in and to count reads mapping to mature miRNAs. 

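In the deposited table, 800 of 1978 mouse mature miRNAs had at least 1 read in any library. There were 533 with reads in cells and none in EVs, and 28 with reads in EVs and none in cells. The filter of the methods left out 620 of the miRNAs with reads, yet the miRNAs it kept held at least 98.0% of the mouse counts of each library. At least 1 EV library had 0 counts for 53 of the miRNAs kept, and at least 1 cell library for 7. Counts above 0 were distributed differently in the compartments, since 28 of 761 in EVs (3.68%) and 921 of 2179 in cells (42.3%) lay between 1 and 40. For the miRNAs that pass the filter, the 1440 counts printed in Supplementary file 3 and the deposited counts differed in 0 cases.

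**Figure D3:**
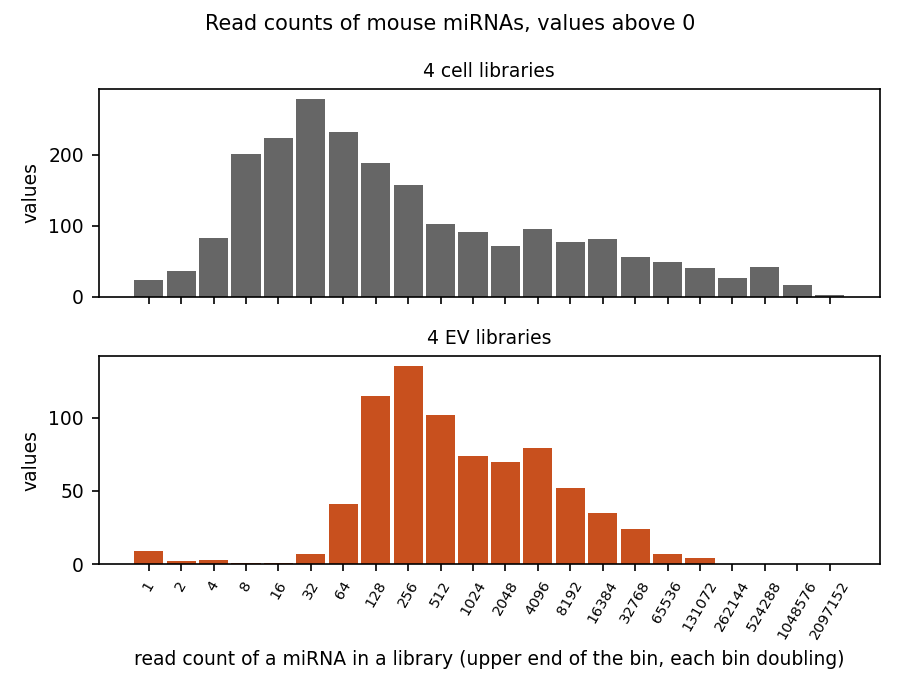
Number of counts above 0 (vertical axis) by size of the count (horizontal axis, bins that double in width) over all mouse miRNAs, in the 4 cell libraries and the 4 EV libraries. Counts between 1 and 40 make up 42.3% of the values in cells and 3.68% in EVs.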

A count matrix was assembled, including only mature miRNAs with one or more reads in at least two cell and two EV samples. Differential abundance analysis was performed using the DESeq2 R package (Love et al., 2014). Size factors were estimated directly from spike-in counts. 

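The spike-in received 58.3% and 57.4% of all counts in the cell shCTR libraries, and 66.9% and 58.5% in the cell shPCBP2 libraries. In EVs it received 97.8% ± 0.236 (SD, n = 2) in shCTR and 98.4% ± 0.00472 (SD, n = 2) in shPCBP2. For each 100 spike-in reads, there were 72.9 ± 2.05 mouse miRNA reads (SD, n = 2) in cell shCTR and 60.2 ± 15.1 (SD, n = 2) in cell shPCBP2, a difference smaller than the spread between the shPCBP2 replicates (49.6 and 70.9). EV libraries had 2.30 ± 0.247 (SD, n = 2) in shCTR and 1.65 ± 0.00487 (SD, n = 2) in shPCBP2. Both shPCBP2 values (1.647 and 1.654) lay under both shCTR values (2.48 and 2.13). An exact permutation test cannot call this with 2 libraries in each group, and no other test of it is given here.

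**Figure D4:**
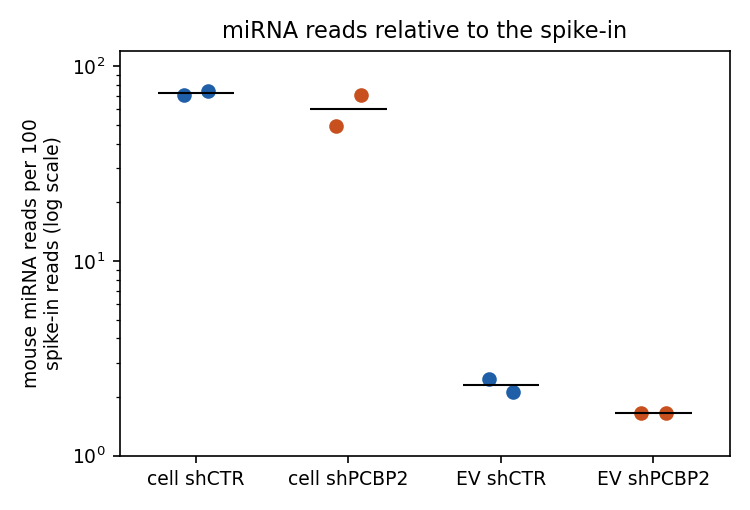
Mouse miRNA reads per 100 spike-in reads (vertical axis, log scale) in the 4 conditions, with a point for each of the 2 replicates and a line at their mean. Cell shCTR lies at 72.9 and EV shCTR at 2.30 on average.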

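With the DESeq2 model refitted to the deposited counts, using size factors from the spike-in and the likelihood ratio test described in the methods, the values printed in Supplementary file 3 were recovered. The largest absolute difference was 1.27e-09 for the log2 fold change and 1.81e-06 for the adjusted p from DESeq2.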

For each mature miRNA, a likelihood ratio test was conducted to assess differences between the EV/cell abundance ratios measured in the *shPCBP2* and *shCTR* conditions.

### miRNA target prediction and enrichment analysis

Enrichment analysis was performed using the R Bioconductor packages ClusterProfiler (v4.14.4), org.Mm.eg.db (v3.20.0), and AnnotationDbi (v1.68.0). The analysis was carried out on miRNA validated targets identified through TarBase v9.0 database (https://dianalab.e-ce.uth.gr/tarbasev9) and miRNA targets predicted with DIANA-MicroT Webserver (https://dianalab.e-ce.uth.gr/microt_webserver/#/), using miRBase v22.1 as miRNA resource. GO terms for Biological Processes were filtered using p-value and q-value cutoffs, respectively, of 0.05 and 0.2. Multiple testing correction was applied using the Benjamini–Hochberg method. Enriched GO terms were visualized using dotplots.

### Ex vivo analysis

Female C57BL/6J mice were purchased from Charles River and were of 12–14 weeks old by the time of use weighing 20–25 g. All animals were housed in ventilated cages (no more than five mice per cage) under specific pathogen‐free conditions and in a controlled environment (12 h daylight cycle, lights off at 18:00) with free access to food and water. Livers were dissected from mice, smashed using PBS, and strained (100 µm filter). Leukocytes, enriched using 40% Percoll, were plated at a concentration of 1 × 10^6^/mL in complete RPMI, and supplemented with EVs-free 10% fetal calf serum, 100 U/mL penicillin/streptomycin, 1% glutamine, and with 20 ng/mL recombinant murine IL-2 (Peprotech) and 20 ng/mL recombinant murine IL-7 (Peprotech) at 37°C under 5% CO_2_. Leukocytes were cultured either alone or in the presence of 10 μg/mL control EVs or with the same amount of *shPCBP2* EVs for 24 h at 37°C under 5% CO_2_. Brefeldin A 5 μg/mL (Merck Life Sciences) was added in the last 3 h of treatment.

Cells were stained for cell surface markers using the following antibodies: anti-CD45.2-PercP-Cy5.5 (clone 194, Invitrogen); anti-NK1.1-PE (clone PK136, Invitrogen); anti-CD11b-BV421 (clone M1/70, BioLegend); anti-CD3-BV510 (clone 145-2C11, BioLegend); and APC-H7-conjugated Fixable viability Dye (Thermo Scientific) to identify dead cells. Cells were then fixed and permeabilized using the Cytofix/cytoperm kit (BD Biosciences) before intracellular staining with anti-IFN-γ-APC (clone XMG1.2, BioLegend). Samples were acquired by FacsCantoII and Flow cytometric analysis was performed with FlowJo 10 software (BD Bioscience). Live/dead(L/D)-/CD45.2+ cells were gated and then segregated into NK1.1^+^ CD11b^+^, NK1.1^-^ CD11b^+^, NK1.1^-^ CD11b^-^ CD3^+^ cells to discriminate NK cells, myeloid cells, and T cells, respectively. These gated cells were then analyzed for the expression of IFN-γ as reported in Figure 4—figure supplement 3.

Animal studies were conducted in accordance with all relevant ethical regulations for animal testing and research including the Italian code for the care and use of animals for scientific purposes.

The Italian Ministry of Health approved the use of animals (authorization no. 698/2021-PR).

### Statistical analysis

For the qRT-PCR analysis, and for ex vivo analysis, statistical differences were assessed with the one-tailed paired Student’s *t*-test using GraphPad Prism version 9 (GraphPad Software). Data are presented as mean ± SEM, and p-values<0.05 were considered statistically significant. For the statistical analysis of proteomic studies, Perseus software (version 1.6.7.0) after log2 transformation of the intensity data was used. Results were considered statistically significant at p<0.05.

### Materials availability

This study generated a new cell line (3A *shPCBP2*) and used previously generated cell lines (3A *shCTR* and 3A *shSYNCRIP*); we are available to share them under request without restrictions.

## Data Availability

The miRNA-seq data generated in this study have been deposited and are available in the GEO database under accession code GSE269709. The following dataset was generated: MaroccoF GarboS MontaldoC GaboardiG ColantoniA CicchiniC TartagliaGG RamosA BattistelliC TripodiM 2025The RNA-binding protein PCBP2 is a regulator of microRNAs partition between cell and extracellular vesiclesNCBI Gene Expression OmnibusGSE269709

# Supplementary material for: Negative regulation of miRNA sorting into EVs is mediated by the capacity of RBP PCBP2 to impair the SYNCRIP-dependent miRNA loading
**Source:** eLife. 2025 Jul 2;14:RP105017. doi: 10.7554/eLife.105017
**Supplement:** Figure 2—source data 1.

Figure 2A

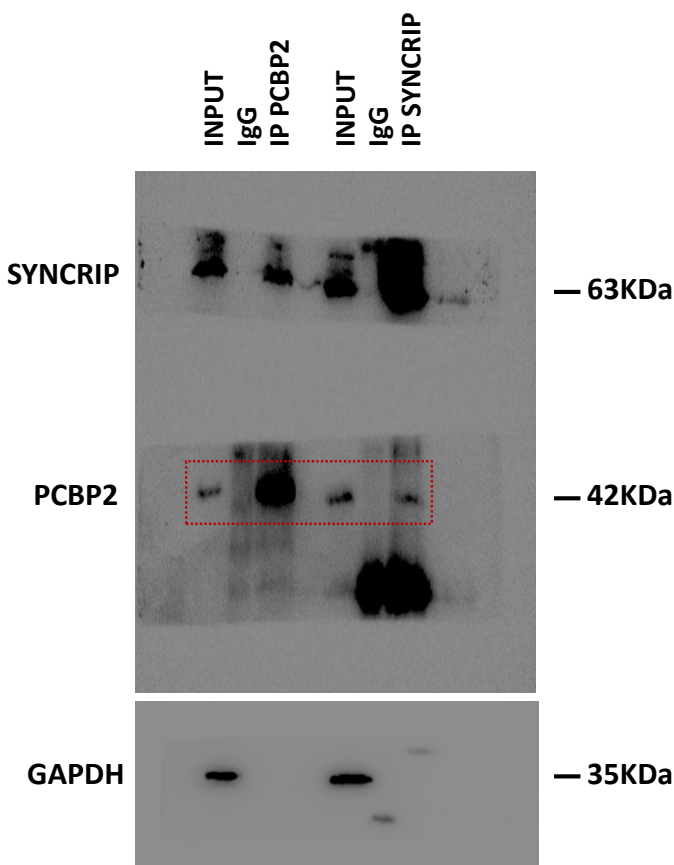

Figure 2B

|                 |   |   |   |   |   |
|-----------------|---|---|---|---|---|
| anti-SYNCRIP    | - | - | - | + | + |
| anti-PCBP2      | - | - | + | - | + |
| Protein extract | - | + | + | + | + |
| oligonucleotide | + | + | + | + | + |

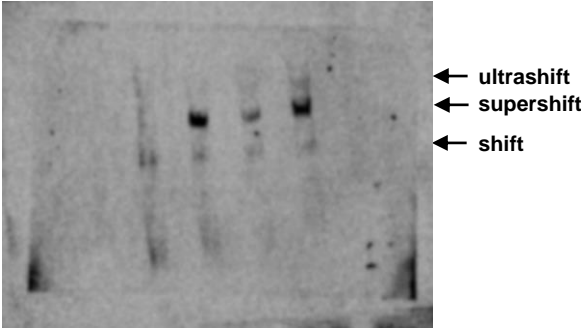

Figure 2C

|                 |   |   |   |   |   |   |   |   |   |
|-----------------|---|---|---|---|---|---|---|---|---|
| anti-SYNCRIP    | - | - | - | - | - | - | + | + | + |
| anti-PCBP2      | - | - | - | - | + | + | + | - | - |
| Protein extract | - | 1 | 2 | 3 | 1 | 2 | 3 | 1 | 2 |
| oligonucleotide | + | + | + | + | + | + | + | + | + |

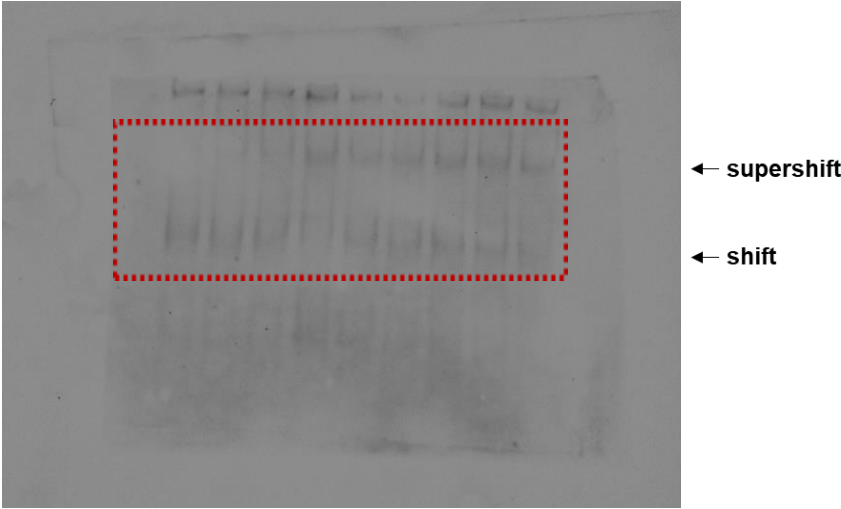

- 1: Protein extract from shCTR cells
- 2: Protein extract from shPCBP2 cells
- 3: Protein extract from shSYNCRIP cells

# Supplementary material for: Negative regulation of miRNA sorting into EVs is mediated by the capacity of RBP PCBP2 to impair the SYNCRIP-dependent miRNA loading
**Source:** eLife. 2025 Jul 2;14:RP105017. doi: 10.7554/eLife.105017
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR)

### Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

#### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Material and methods: materials availability      |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Material and methods                              |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Tables 1-2-3-4                                    |     |

| <b>Cell materials</b>                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods: cell culture conditions            |            |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | Materials and methods: Ex vivo analysis                   |            |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods: Ex vivo analysis                   |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state if<br/>these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | N/A        |

## **Design:**

| <b>Study protocol</b>                                                                                                                     | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI.<br>For clinical trials, provide the trial registration number OR<br>cite DOI. |                                                           | N/A        |

| <b>Laboratory protocol</b>                                                                 | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step<br>protocols are available. |                                                           | N/A        |

| <b>Experimental study design (statistics details) *</b>                            |                                                                                                                              |            |
|------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------|------------|
| <b>For in vivo studies: State whether and how the following<br/>have been done</b> | <b>Indicate where provided:<br/>section/figure legend. If it could<br/>have been done, but was not,<br/>write "not done"</b> | <b>N/A</b> |
| Sample size determination                                                          |                                                                                                                              | N/A        |
| Randomisation                                                                      |                                                                                                                              | N/A        |
| Blinding                                                                           |                                                                                                                              | N/A        |
| Inclusion/exclusion criteria                                                       |                                                                                                                              | N/A        |

| <b>Sample definition and in-laboratory replication</b>                    | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|---------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| State number of times the experiment was replicated in the<br>laboratory. | Every Figure legend                                       |            |
| Define whether data describe technical or biological<br>replicates.       | Biological replicates                                     |            |

| <b>Ethics</b> | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|---------------|-------------------------------------------------------------|------------|
|---------------|-------------------------------------------------------------|------------|

|                                                                                                                                                                     |                                         |     |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                         | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods: Ex vivo analysis |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                         | N/A |

|                                                                                                                                                          |                                                             |            |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                             | N/A        |

## Analysis:

|                                                                                                                                                                                                                       |                                                           |            |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                           | N/A        |

|                                                              |                                                           |            |
|--------------------------------------------------------------|-----------------------------------------------------------|------------|
| <b>Statistics</b>                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
| Describe statistical tests used and justify choice of tests. | Materials and methods: Statistical Analysis               |            |

|                                                                                                                                                                  |                                                             |            |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| <b>Data availability</b>                                                                                                                                         | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and methods: Data availability                    |            |

|                                                                                                                                          |           |     |
|------------------------------------------------------------------------------------------------------------------------------------------|-----------|-----|
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | GSE269709 |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                 |           | N/A |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                   | N/A |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | N/A |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed

- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### **Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### **Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's *r*, Cohen's *d*))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### **Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

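Small RNA from 3A murine hepatocytes and from the EVs of their conditioned medium was measured in 8 libraries, with 2 biological replicates in each of 4 conditions (cell shCTR, cell shPCBP2, EV shCTR and EV shPCBP2). The authors prepared libraries with a small RNA kit, sequenced them in paired-end mode, removed adapters and short or low-quality reads, kept the forward reads, aligned them with mirPRo and NovoAlign to miRBase hairpins with the spike-in added, and deposited the counts of reads per mature miRNA in a single table. The deposited counts are raw and not normalized, and those above 999999 are printed to 6 significant digits. The table has 1980 rows, of which 1978 are mouse miRNAs and 2 belong to the cel-miR-39 spike-in, whose 5p strand had 0 reads. Spike-in reads were left out of the tested features and used to scale the libraries. All columns of the table were used.

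Samples were grouped by the titles and the paper. The titles and the descriptions of the samples number the shPCBP2 replicates differently, and the numbers of the titles are used here. Settings and alternatives were fixed before the deposited table was opened, but after the counts and test results printed in Supplementary file 3 had been read, so the choice was not blind to the values of the 180 miRNAs listed there. The level of PCBP2 mRNA is not measured by these libraries and was not analysed here.

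The tests were run with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and the remaining steps with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. miRNAs with 1 or more reads in at least 2 cell and 2 EV libraries were tested, as in the methods. The edgeR quasi-likelihood test was used with library sizes proportional to the spike-in count, a prior count of 0.125, and terms for the compartment, the shRNA and their interaction. The common dispersion was 0.693, with 4 residual and 2.10 prior degrees of freedom. Standard errors of log2 changes were obtained from the F statistic and are approximate. p-values were adjusted with the Benjamini-Hochberg method over all tested miRNAs of a contrast. The contrasts were the EV/cell ratio in shPCBP2 against shCTR, shPCBP2 against shCTR in EVs and in cells, and EVs against cells. The list of 9 miRNAs of Figure 4C was summarised by its median. It had also been compared with 10000 random lists and tested with camera and fry, but the paper chose the list partly by sequencing and describes no small RNA sequencing of other libraries, so these tests are taken as void and not used here. The miRNAs named in the text are every miRNA that the paper names as a target of sequencing or RT-qPCR in Figures 1, 4B and 4C and, among those with an adjusted p under 0.05 for the EV/cell ratio, the 5 with the smallest p in each direction. Other miRNAs named in the text were chosen after their values were seen. A list of 13 miRNAs abundant in blood and serum was written with the other settings.

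The alternatives were TMM factors, median-of-ratios size factors or the total miRNA count in place of the spike-in, no filter or at least 10 counts in every library, DESeq2, limma voom with sample weights by compartment, robust estimation, the replicate number as a block or a block for each culture, only the 4 libraries compared, a prior count of 2, and each library left out in turn. A block with crossed numbers was added after seeing the data. The prior count of 2 changed the fitted values but left the p-values unchanged, so its agreement in p is not a check.

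The edgeR step was tested on simulated data drawn from the fitted means. With the fitted dispersion, 56 of 200 miRNAs simulated with a log2 change of 3 in either direction had an adjusted p under 0.05, and 0 of 700 unchanged miRNAs did. With a dispersion 10 times smaller, 168 of 200 changed and 7 of 700 unchanged miRNAs did. The simulation gave cell and EV libraries the same dispersion and did not model the gaps between EV replicates. These counts therefore do not measure false calls for miRNAs missed in EV libraries. Reads without molecular identifiers are not independent molecules, so floors cover counting error only. By that error alone, a count of 0 allows up to 3 counts. Mature miRNAs with near-identical sequences share reads, and the levels of miR-486a-5p and miR-486b-5p are uncertain for this reason. Coordinates come from the GRCm38 genome and the GENCODE annotation, by matching the mature sequences printed in the paper to annotated hairpins. No match was found for miR-122b-3p. Mature sequences of the other tested miRNAs were not used here, so a test of the motifs over all tested miRNAs was not run. Results from RT-qPCR, CLIP, pull-down, proteomics and flow cytometry were not analysed here.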

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

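All tests of explanations in this part were chosen after the result was seen.

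The interaction of compartment and shRNA passed an adjusted p of 0.05 for 4 miRNAs, a difference between the conditions that did not pass under every alternative. The log2 changes were at most -5.09 for miR-872-5p, at most -3.73 for miR-129-2-3p, at most -5.49 for miR-296-5p and at least 5.47 for miR-345-3p. Each had 0 counts in both EV libraries of a condition and reads in both EV libraries of the other, so these bounds cover counting error only. The scaling argues little, since the median of all tested miRNAs moved by at most 0.203 on the log2 scale from the spike-in to another scaling, less than the smallest of these changes (3.73). Lower depth of the EV libraries does not account for such gaps by itself. There were 139 EV replicate pairs with at most 3 counts in a library and at least 40 in its replicate, and 0 in each of 1000 draws of cell libraries thinned to EV depth. A filter on low counts in the EV libraries is also not enough, since 44 pairs had at most 3 counts in a library and at least 160 in its replicate, against 0 in all draws of thinned cell libraries with counts under 40 set to 0. A candidate explanation that remains open is that few miRNA molecules were caught in each EV library, so that a miRNA was missed or amplified by chance. Among 33 tested miRNAs with 0 counts in exactly 2 EV libraries, the libraries without reads shared the condition for 8, the replicate number for 12 and neither for 13, while chance gives 11 in each class (one-sided binomial test of more shared conditions, exact p = 0.905). This count is in line with chance placement of missing reads, and it does not exclude an effect of PCBP2 silencing on single miRNAs among the 8. That effect stays open as the biological explanation.

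The filter of the methods leaves out miRNAs with no cell reads, and 15 such miRNAs had reads in at least 2 EV libraries and none in any cell library, 7 of them in all EV libraries. The paper does not report on them. miR-451a, which was chosen for mention as a member of the serum list, had 4430 and 3667 counts in EV shCTR, and 3595 and 4119 in EV shPCBP2. Lower depth of the cell libraries is excluded, since the smallest cell library held 12.7 times as many mouse miRNA counts as the largest EV library. RNA left from the serum of the culture medium stays open as a technical explanation. Of the list of 13 miRNAs abundant in blood and serum, 4 are absent from Supplementary file 3, and all 4 (miR-451a, miR-142a-3p, miR-142a-5p and miR-144-3p) had reads in at least 3 EV libraries and no cell library. This count does not decide, since Supplementary file 3 holds only miRNAs with reads in at least 2 cell and 2 EV libraries, so that absence from it already limits the cell reads. Part of the list was also read in cells, since 9 of its members had reads in a cell library, and the source of these reads was not tested. The EVs were collected in medium with EV-depleted serum, and no library of unconditioned medium was used here. Export of nearly all copies of a miRNA by the cells stays open as the biological explanation.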

How the results depend on the processing

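The settings and alternatives were chosen before the data were examined in the deposited table, but after the counts printed in Supplementary file 3 had been read, apart from the block with crossed numbers, which was chosen after seeing the data. The cause of the changes given here was not tested unless stated.

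The number of miRNAs with a changed EV/cell ratio at an adjusted p under 0.05, 4 in the fit reported, was 13 with TMM factors, 2 with median-of-ratios size factors and 14 with DESeq2. It was 0 with at least 10 counts in every library, where none of the 4 miRNAs is tested and 6 others had an unadjusted p under 0.05. It was 0 with limma voom, with 12 at an unadjusted p under 0.05. The prior count of 2 left the p-values unchanged, so it shares the 4 calls by construction. The 4 calls were also shared by TMM, DESeq2, robust estimation and the fit with no filter. The total miRNA count shared 3 of them, and median-of-ratios size factors shared 1. Wherever the 4 miRNAs were tested, all kept their direction. The 0 counts in both EV libraries of a condition fix this direction, so it is no check. At the thresholds of Figure 4A, where 20 miRNAs passed, 64 passed with no filter, with more miRNAs tested, 12 with at least 10 counts in every library, with fewer tested, and 11 with a block for each culture.

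In EVs, the count of 13 became 27 with DESeq2, and 7 both with no filter and with at least 10 counts in every library. Only the 4 EV libraries in the fit gave 1. In cells, where the count was 0 and 25 miRNAs had an unadjusted p under 0.05, TMM factors gave 5 (1 higher and 4 lower), median-of-ratios size factors 1, the total miRNA count 3, at least 10 counts in every library 8, DESeq2 18, limma voom 18 and only the 4 cell libraries 39, all lower except the 1 with TMM factors. In the comparison of EVs with cells in shCTR, 119 became 76 with median-of-ratios size factors, 75 with the total miRNA count and 294 with no filter.

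The correlations across miRNAs did not show that the numbers of the titles pair the samples. They cannot exclude it either, since EV replicates differed widely. The descriptions number cells and EVs alike except for shPCBP2 replicate 1. Deviations of same-numbered libraries from their group means had a correlation across miRNAs of -0.362 between the cell conditions, -0.104 between the EV conditions, and -0.0518, -0.0198, -0.0284 and 0.0501 between cells and EVs. With the replicate number as a block, the counts were 1 for the EV/cell ratio and 2 in EVs. With a block for each culture, the count for the ratio was 0, with 9 at an unadjusted p under 0.05. The replicate block with crossed numbers of shPCBP2, chosen after seeing the data, gave 0 for the ratio, with 14 at an unadjusted p under 0.05, and 2 in EVs.

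For the miRNA list of Figure 4C, the median fitted log2 change was 3.91. It was 3.12 with TMM factors, 3.28 with median-of-ratios size factors, 3.46 with the total miRNA count and 3.41 with DESeq2. With no filter it was 0.37, but there the list had 9 members, of which 3 had no reads in any EV library. Their EV/cell change cannot be measured, so the value of 0.37 is no check of the median. With at least 10 counts in every library the median was -0.42, with only 2 miRNAs left. Across the 8 fits that each left out a library, the median ranged from 3.59 to 4.07. These fitted values depend on the prior count, and with a prior count of 2 the median was 1.95. With bounds for the miRNAs at the floor, the median of 1.40 ranged from 1.14 to 1.58 with a library left out.

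For 24 named miRNAs, 277 values of the EV/cell ratio were computed under 12 alternatives. Of these, 238 kept their direction and their side of the threshold, 19 were weaker, 18 stronger and 2 reversed, namely miR-155-5p with TMM factors (-0.12) and miR-421-3p with a block for each culture (-0.0521). With a library left out, 8 of 192 values changed sign, all for miR-155-5p, miR-365-2-5p, miR-195a-5p and miR-421-3p. The counts of calls were not recomputed with a library left out, since a condition would then have a single library. The test of the motifs over all tested miRNAs and its alternatives were not run.

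Between replicates, the Pearson correlation across miRNAs was 0.985 and 0.996 in cells, and 0.725 and 0.747 in EVs.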

Differences from the paper's values

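No explanation was tested in this part. The paper's Supplementary file 3 lists 14 miRNAs with an adjusted p under 0.05 for the EV/cell ratio, against 4 from edgeR. Among the alternatives set before the deposited table was opened, DESeq2 with spike-in size factors, the test of the methods, gave 14, the same 14 miRNAs as the paper's. TMM factors gave 13, of which 9 are among the paper's 14. The others did not close the gap, although the total miRNA count called 6 and the fit with no filter 5, all among the paper's 14.

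For 3 miRNAs, the colours of Figure 4B differ from the log2 EV/cell ratios computed here. For miR-181d-5p the paper's value is about -12 in Figure 4B, read by eye, against -6.54 in shCTR, and about -7 in Figure 4B, read by eye, against -7.50 in shPCBP2. The shPCBP2 pair is close relative to a reading by eye, whose error is not known, so no difference is claimed for this pair. For miR-192-5p it is about -12 in Figure 4B, read by eye, against -5.62 in shCTR, and about -8 in Figure 4B, read by eye, against at most -12.93 in shPCBP2. For miR-155-5p it is about -13 in Figure 4B, read by eye, against -5.68 in shCTR, and about -9 in Figure 4B, read by eye, against -5.57 in shPCBP2. For miR-192-5p in shPCBP2, the bound was at most -8.37 with TMM factors, at most -8.16 with median-of-ratios size factors and at most -7.76 with the total miRNA count. Of these bounds, only the last allows a value of -8, and the others lie beyond it. As bounds, they do not decide whether the gap is closed. The remaining alternatives did not close it. For miR-181d-5p in shPCBP2, only the fit without cell shPCBP2 replicate 2 closed the gap (-7.21). None of the alternatives closed the other gaps.

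The figure draws a higher EV/cell ratio in shPCBP2 than in shCTR for miR-181d-5p, miR-192-5p, miR-155-5p, miR-26b-3p, miR-122b-3p and miR-3084-5p. In the counts, the log2 change of the ratio was -0.96 for miR-181d-5p, at most -7.31 for miR-192-5p (at most -4.22 without EV shCTR replicate 1) and 0.12, within its error, for miR-155-5p, and the other miRNAs had 0 reads in every EV library. The paper's Supplementary file 3 gives the same directions as the counts for the first 3.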

Other observations

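All tests of explanations in this part were chosen after the result was seen.

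Replicates of EV libraries differed more than replicates of cell libraries. At a mean count of 50 to 500, the median absolute log2 ratio between EV replicates was 0.843 over 123 pairs, against at most 0.232 in 1000 draws of cell libraries thinned to EV depth, so that lower depth alone does not explain the spread. The share of counts above 0 that lie between 1 and 40 was at least 63.2% in the thinned cell libraries. No biological explanation was tested.

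The 15 miRNAs with a higher EV/cell ratio at the thresholds of Figure 4A in Supplementary file 3 could owe it to a higher EV level, to a lower cell level or to both. The fitted EV level was higher in shPCBP2 for 9 of the 15 relative to the spike-in. For the 15 as a set the test decides nothing, since they were selected by the same ratio in the same libraries and 0 of the 6 lower EV levels exceeded 1 standard error. Single miRNAs differed in their parts. For miR-345-3p, miR-23a-5p and miR-328-3p, the EV level itself was higher at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although these are miRNAs with no reads in the EV shCTR libraries. With only the 4 EV libraries in the fit, or with either replicate block, no miRNA was called higher in EVs, so none of them passed there. For miR-181a-5p the cell level fell while the EV level moved by less than its error. The explanation tested first was a higher EV level in each of the 15, and the 6 lower values spoke against it. Its wording was then changed to a higher EV level rather than a lower cell level, and a lower value was made to count only beyond 2 standard errors, both after the values had been seen.

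Some miRNAs that the paper measured by RT-qPCR have sequencing values of their own. miR-155-3p had no reads in any EV library, and 11, 0, 7 and 26 counts in the cell libraries. miR-31-3p had no EV reads either, and 835, 450, 261 and 328 counts in cells. For miR-365-2-5p, the EV counts were 209 and 349 in shCTR and 0 and 167 in shPCBP2, and its ratio changed by -0.47 on the log2 scale (standard error 2.96). The change was 0.49 without cell shPCBP2 replicate 2, 0.01 without EV shCTR replicate 2 and 0.53 without EV shPCBP2 replicate 1. Without EV shPCBP2 replicate 2, the EV shPCBP2 library left had 0 counts. The fitted value of -9.44 then depends on the prior count and is not taken as the size of a change. For miR-195a-5p the change was -0.84 (standard error 1.45), and 0.19 without cell shPCBP2 replicate 2. For miR-421-3p it was 0.32 (standard error 1.16), and -1.15 without EV shPCBP2 replicate 1.

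Of the 13 miRNAs of the serum list, 12 had a higher level in EVs than in cells relative to the spike-in in both conditions, with miR-126a-3p as the exception. The list made up 13.0% of the mouse counts in EV shCTR and 14.7% in EV shPCBP2, and the median log2 change of its members in EVs was -0.27. Of the 22 tested miRNAs with a higher level in EVs than in cells in both conditions, 8 are on the list.

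Among the 15 miRNAs with reads in at least 2 EV libraries and no cell library, 13 could be assigned a position. For 9 of these it lies on chromosome 12 of GRCm38 between 109580233 and 109743496, an interval that holds 61 of the 2202 annotated miRNA genes. Among the 9, miR-493-3p and miR-493-5p share a hairpin, so mature miRNAs and miRNA genes are unlike units here. This interval was chosen after the values were seen.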
